# Increased Endoplasmic Reticulum Stress Response Is Involved in Clopidogrel-Induced Apoptosis of Gastric Epithelial Cells

**DOI:** 10.1371/journal.pone.0074381

**Published:** 2013-09-13

**Authors:** Hai-Lu Wu, Zhao-Tao Duan, Zong-Dan Jiang, Wei-Jun Cao, Zhi-Bing Wang, Ke-Wei Hu, Xin Gao, Shu-Kui Wang, Bang-Shun He, Zhen-Yu Zhang, Hong-Guang Xie

## Abstract

**Background:**

The widespread use of clopidogrel alone or in combination with aspirin may result in gastrointestinal mucosal injury, clinically represented as recurrent ulceration and bleeding complications. Our recent work suggested that clopidogrel significantly induced human gastric epithelial cell (GES-1) apoptosis and disrupted gastric mucosal barrier, and that a p38 MAPK inhibitor could attenuate such injury. However, their exact mechanisms are largely unknown.

**Methods:**

The GES-1 cells were used as a model system, the effects of clopidogrel on the whole gene expression profile were evaluated by human gene expression microarray and gene ontology analysis, changes of the mRNA and protein expression were determined by real-time PCR and Western blot analysis, and cell viability and apoptosis were measured by MTT assay and flow cytometry analysis, respectively.

**Results:**

Gene microarray analysis identified 79 genes that were differentially expressed (*P*<0.05 and fold-change >3) when cells were treated with or without clopidogrel. Gene ontology analysis revealed that response to stress and cell apoptosis dysfunction were ranked in the top 10 cellular events being affected, and that the major components of endoplasmic reticulum stress-mediated apoptosis pathway – CHOP and TRIB3– were up-regulated in a concentration- and time-dependent manner when cells were treated with clopidogrel. Pathway analysis demonstrated that multiple MAPK kinases were phosphorylated in clopidogrel-treated GES-1 cells, but that only SB-203580 (a p38-specific MAPK inhibitor) attenuated cell apoptosis and CHOP over-expression, both of which were induced by clopidogrel.

**Conclusions:**

Increased endoplasmic reticulum stress response is involved in clopidogrel-induced gastric mucosal injury, acting through p38 MAPK activation.

## Introduction

Clopidogrel, an antiplatelet agent, has been widely used to reduce the risk of cardiovascular events in patients with acute coronary syndromes (ACS) or those who underwent percutaneous coronary intervention (PCI) [1]. Concomitant use of clopidogrel and aspirin is a standardized dual antiplatelet therapy regimen for these patients. However, accumulated evidence has documented that the widespread use of clopidogrel is associated with a series of gastrointestinal (GI) side effects, such as recurrent gastric ulcer and GI bleeding complications [2]–[7]; however, the mechanism underlying clopidogrel-associated gastric mucosal injury has not been fully delineated.

Under normal circumstances, a dynamic balance between cell proliferation and apoptosis will maintain the integrity of gastric mucosal barrier. Studies have shown that apoptosis of gastric epithelial cells, induced by drugs, alcohol, *H. pylori* infection, and stress, is involved in the initiation and development of gastric mucosal injury [8]–[11], and that decreased apoptosis may result in attenuated gastric mucosal injury [12]–[14]. Therefore, further elucidation of the mechanism underlying clopidogrel-induced apoptosis would be helpful to better understand how clopidogrel could induce gastric mucosal lesions.

In human body, apoptosis may occur in response to various factors that exist simultaneously, rather than separately as they are investigated. In order to systematically identify which factors could be responsible for cell apoptosis, gene microarray analysis of the cultured cell is an optimal approach because many potential confounding factors could be minimized or even avoided *in vitro.* When cells are exposed to various stresses, including drugs, they would induce expression of a large number of proteins (so-called stress proteins) to protect themselves against stress-associated injury. When these stress proteins are severely impaired due to over-whelmed challenges, the cell organelle would elicit apoptotic signals, which may be associated with a variety of common diseases [15]–[18]. For example, in gastric epithelial cells, certain non-steroid anti-inflammatory drugs have been well demonstrated to induce endoplasmic reticulum (ER) stress response [19], resulting in increased cytosolic free Ca^2+^ levels [20] and/or increased oxidant stress [20], [21]. The ER is a cell organelle, where secretary proteins and membrane proteins are synthesized and folded. Correctly folded proteins in the ER are transported to the Golgi, whereas proteins that fail to be folded properly will be retained in the ER, and their further accumulation may constitute a form of stress to the affected cells (so-called “ER stress”) [22].

C/EBP homologous transcription factor (or called C/EBP homologous protein, also known as CHOP), or named as either DDIT3 (DNA damage induced transcript 3) or GADD153 (G1 arrest and DNA damage 153), is known to be involved in ER stress-induced apoptosis [23]. When the cell is experiencing ER stress, CHOP is significantly activated [24], [25] and is bound to C/EBP or Jun/Fos protein family to form a heterodimer, triggering apoptosis through regulating expression of apoptosis-related genes [26]. Up to date, a number of studies have demonstrated that the ER stress may lead to apoptosis or cell death through activation of MAPK (mitogen-activated protein kinase) family members, such as ERK (extracellular signal-regulated kinase), JNK (c-Jun- N-terminal kinase), and p38 [27], [28] in apoptotic pancreatic beta-cells, breast cancer cells, and gastric cancer cells [29]–[31].

In a recent report, we demonstrated that clopidogrel significantly induces apoptosis of human gastric epithelial cells (GES-1), disrupts cellular tight junction structure, and increases gastric epithelial permeability that could be partially abolished by the pretreatment of a p38 MAPK inhibitor [32]. However, the exact mechanism by which clopidogrel could induce apoptosis of gastric epithelial cells is largely unknown. In order to further delineate how clopidogrel could induce GES-1 cell apoptosis, we used an extensively recognized Agilent one-color microarray-based gene expression technique to measure altered mRNA expression in clopidogrel-treated gastric epithelial cells as compared with vehicle-treated cells and confirmed several most important genes involved.

## Materials and Methods

### Chemicals and Solutions

Clopidogrel powder (purity 99.18%), purchased from Beijing Nordhuns Chemical Technology Co. Ltd., China (lot # NDS11003), was dissolved in DMSO, whose final concentration present in working culture medium was restricted to be less than 0.1% (v/v) as used elsewhere [32]. Three MAPK-specific inhibitors – SB-203580, SP-600125, and U-0126– were purchased from Sigma (St Louis, MO, USA), and their working solutions were prepared as 1 µM in the culture medium containing less than 0.1% of DMSO. In addition, the working culture medium containing 0.1% DMSO was used as the vehicle control for all cell studies.

### The Cell Line Used in the Study

Human gastric epithelial cell line (also known as GES-1) with a phenotype similar to the gastric mucosal cell was obtained from the Shanghai Cell Bank, Chinese Academy of Sciences (Shanghai, China) [33]. DMEM-HG (Hyclone, Logan, UT, USA) was supplemented with 10% FBS and 1% antibiotics. The culture medium was changed every 48–72 h.

### MTT Assay

Cell proliferation or viability was determined with MTT (5 mg/ml, Sigma) as described elsewhere [32]. In brief, 20 µl MTT reagent was added into each well and incubated at 37°C for 4 h in the dark. The supernatant was aspirated, and formazan crystals were dissolved in 100 µl DMSO at 37°C for 10 min with gentle agitation. Absorbance of each sample was measured at 570 nm. Data were analyzed based on three independent experiments, and then normalized to the absorbance of the well that contained either media only (0%) or untreated cells (100%).

### Annexin V/Propidium Iodide Double Staining

Annexin V/propidium iodide double staining was used to detect apoptosis. GES-1 cells were plated in 60-mm dishes (3 ml, 1×10^6/^well) and incubated for 24 h at 37°C. After 24-h treatment with clopidogrel or an inhibitor of the MAPK, the cells were collected and washed twice with ice-cold PBS, and then were re-suspended in binding buffer at a concentration of 1×10^6^ cells/ml and incubated with 10 µl of PI (50 µg/ml) solution and 5 µl of FITC-conjugated AV (17.6 µg/ml) at 37°C for 5 min in the dark to achieve double staining. After staining, 400 µl of binding buffer were added to the cells, and then analyzed by flow cytometry (BD, FACSCanto™, USA).

### RNA Extraction and Purification

Total RNA was extracted from cultured cells using the single-step Trizol RNA extraction kit (Invitrogen, CA, USA), and its concentration and quality were determined by spectrophotometry and Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA) according to their respective manufacturer’s instructions. Only the samples that had no degradation were used to generate the labeled targets. Finally, total RNA was purified using an RNeasy mini kit (Qiagen).

### Microarray Hybridization

The Agilent Whole Human Genome Oligo Microarray (4×44 K, Agilent, San Diego, CA, USA), which represents more than 41, 000 human genes and transcripts, was used in this study to further systematically screen the differentially expressed genes between vehicle- and clopidogrel-treated cells. Single- and double-stranded cDNA was synthesized from total RNA samples (2 µg) according to Agilent Gene-Chip Expression Analysis Technical Manual. The cRNA was purified and fluorochrome labeled with Cy3, and then fragmented and hybridized to the gene chip at 65°C with rotation for 17 h. The Gene-Chips were washed and then scanned by Agilent scanner (G265BA; Agilent). Microarrays were provided by Shanghai Biochip Co. Ltd., China. All microarray datasets were submitted to the “Gene Expression Omnibus” with an accession number of GSE47591.

### Analysis of Differentially Expressed Genes

To elucidate the mechanisms of clopidogrel-induced apoptosis in gastric epithelial cells, the differentially expressed genes obtained from the primary analysis (see the Microarrays section) were further analyzed by SBC analysis system (http://www.ebioservice.com/), the web-based statistical software, provided by the Shanghai Biochip Co., Ltd. The core arithmetic of the SAS system was R software, which could accomplish the statistical analysis of the microarray data, combining seven public databases as summarized in **Table 1** to explore their biological meanings [34]. The significantly differentially expressed genes between vehicle-treated cells and clopidogrel-treated cells were identified based on the pre-specified criteria of a *P* value <0.05 and fold-change >3. The *P* value and FDR (false discovery rate) were calculated using the *t*-test modified from random variance model (RVM-*t*-test). FDR was calculated to correct each *P* value. The unsupervised hierarchical cluster analysis was performed using the Cluster 3.0 software (Berkeley, CA, USA).

**Table 1:** The websites of seven public databases used in this work.

Name of the web page	URL
NCBI Entrez Gene	http://www.ncbi.nlm.nih.gov/gene/
Gene Ontology	http://www.geneontology.org/
KEGG	http://www.genome.jp/kegg/
Biocarta	http://www.biocarta.com/
Human Protein Reference Database	http://www.hprd.org/
Molecular INTeraction database	http://mint.bio.uniroma2.it/mint/
Sanger microRNA	http://www.mirbase.org/

NCBI, National Center for Biotechnology Information; KEGG, Kyoto Encyclopedia of Genes and Genomes.

### Gene Ontology (GO) and Pathway Analysis

GO analysis, a key functional classification of NCBI, was used to analyze the main function of the differentially expressed genes. Pathway analysis was performed with the KEGG database. Two-side Fisher’s exact test and χ^2^ test were used to classify the GO category and pathway analysis; the FDR was calculated to correct each *P* value. A two-sided *P* value <0.05 was pre-specified as the threshold to determine statistically significant GO categories and KEGG pathways.

### Real-Time PCR Analysis of Target Genes

Total RNA was extracted using Trizol reagent (Invitrogen, CA, USA), and reverse transcription was carried out with M-MuLV reverse transcriptase (Fermentas) according to the manufacturer’s protocol, respectively. For PCR amplification, the primer sequences for CHOP and TRIB3 (the target gene each) as well as β-actin (an internal control gene) are given in **Table 2**. Real-time PCR was done using the ABI PRISM® 7500 Sequence Detection System (Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s instruction. Finally, the comparative C_T_ (2^−ΔΔCT^) method was used to determine the relative concentration of the amplified products according to the instructions supplied by Applied Biosystems.

**Table 2:** Primer sequences for real-time PCR.

Gene	Primer sequence (5′→ 3′)
CHOP/DDIT3	F: gcc aaa atc aga gct gga acc t
	R: aca gtg tcc cga agg aga aag g
TRIB3	F: att agg cag ggt ctg tcc tgt g
	R: agt atg gac ctg gga ttg tgg a
β-actin	F: gcg gga aat cgt gcg tga cat t
	R: cta cct caa ctt cca tca aag cac

F, forward; R, reverse.

### Western Blot Analysis

Western blot analysis was performed following the procedure as described elsewhere [32]. Briefly, cell lysates with equal amount of proteins were loaded, separated by SDS-PAGE gels, and transferred onto the nitrocellulose membrane. That membrane was incubated with specific primary antibodies (1∶1500) (CST, Beverley, MA, USA) at 4°C overnight, followed by appropriate horseradish peroxidase-conjugated secondary antibodies (CST, Beverley, MA, USA) at ambient temperature for 2 h. Protein expression was semi-quantified by Image J software (NIH, MD, USA). All experiments were done three times.

### Statistical Analysis

For MTT assay, real-time PCR, and Western blot analysis, statistical analysis was performed by use of SPSS 13.0 (Chicago, IL, USA). All data are expressed as mean ± SD. Data were analyzed using one-way ANOVA, followed by either the LSD procedure (if variance was equal) or the Games-Howell procedure (if variance was unequal). A two-sided *P* value <0.05 was considered statistically significant.

## Results

### Differentially Expressed Genes in Vehicle- and Clopidogrel-Treated Cells

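RNA from GES-1 cells, a human gastric epithelial cell line, was measured on 6 single-color arrays, 3 from cells treated with 1.5 mM clopidogrel for 24 h and 3 from vehicle control cells given 0.1% DMSO. The paper gives 2 µg of total RNA per sample, and the sample labels give 0.5 µg. Nothing in the paper or the labels states whether the 3 replicates of a group were separate cultures. The authors extracted the scanner intensities with Feature Extraction, and those processed, background-subtracted signals were the starting point here. Each was put on a log2 scale and lowered by the 75th percentile of its array. Of 41000 probes, 22017 were well above background on all 3 arrays of at least 1 group and were tested with limma, and 17200 of these could be given a gene name. Replicates 1 and 2 of both groups shared a slide (slide 1), and replicate 3 of both groups shared another (slide 2). The 75th percentile intensity ran from 440 to 677 on the 4 arrays of slide 1 and was 175 and 215 on the 2 arrays of slide 2. For some genes the change on each slide is therefore given beside the pooled one, and the adjusted p from a fit that takes the slide as a block is used beside that of the fit without it. The number of arrays limits the precision. In the block fit the spread rests largely on replicates 1 and 2 of slide 1. Pearson's r between them was 0.995 for vehicle control and 0.996 for clopidogrel. If these replicates were not separate cultures, the p of the block fit does not measure variation between cultures.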

To gain insights into the mechanisms underlying the pro-apoptotic effect of clopidogrel, GES-1 cells were cultivated in the absence or presence of 1.5 mM clopidogrel for 24 h, followed by the Agilent Whole Human Genome Oligo Microarray. 

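In clopidogrel-treated cells the stress-induced transcription factor CHOP (gene symbol DDIT3) was 22.2-fold higher than in vehicle control cells, and the stress protein NUPR1 was 12.3-fold higher, with 8.15-fold on slide 1 and 28.1-fold on slide 2. The collagen gene COL1A1 was 5.32-fold lower (4.44-fold on slide 1 and 7.65-fold on slide 2), and DHRS3, an enzyme that reduces retinal, was 11.6-fold lower, with 5.14-fold on slide 1 and 58.5-fold on slide 2. In all, 152 of the 22017 tested probes passed an unadjusted p under 0.05 and a 3-fold change in limma, and they belonged to 97 named genes. After adjustment over all tested probes, limma called 0 probes at an adjusted p under 0.05, while 491 had an unadjusted p under 0.05. The random variance t-test, the plain t-test and limma with an intensity trend also called 0, limma after quantile normalization called 1, and limma with array weights, a fit that stopped before it converged, called 15009. The smallest adjusted p from limma was 0.259. With the slide as a block, 830 probes passed an adjusted p under 0.05, 136 of them with at least a 3-fold change, and 115 of the 152 probes were among the 830. With the replicate number as a block, 31 probes passed.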

A total of 79 genes were found to be differentially expressed between vehicle- and clopidogrel-treated GES-1 cells (*P*<0.05, and fold-change >3). A heat map with two-dimensional hierarchical clustering revealed 79 genes differentially expressed between the two groups as illustrated in **Figure 1**. 

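Among the 152 probes past the thresholds, 84 were higher and 68 were lower with clopidogrel, which gave 52 named genes higher and 45 lower. The number of lower probes fell to 41 without vehicle control replicate 3 and grew by more than 1.5 times without vehicle control replicate 2, and without the filter on dim probes 91 probes were higher and 132 lower. The genes that were higher included RGS16, a regulator of G-protein signaling, at 11.4-fold (8.86-fold on slide 1 and 19.0-fold on slide 2), the glutathione-degrading enzyme CHAC1 at 5.55-fold and the transcription factor XBP1 of the unfolded protein response at 3.46-fold. The genes that were lower included endothelin 2 (EDN2) at 11.4-fold (6.36-fold on slide 1 and 36.4-fold on slide 2), the chemokine CXCL12 at 3.14-fold (2.74-fold and 4.12-fold), the interferon-induced IFIT1 at 4.98-fold (4.20-fold and 6.98-fold) and the homeobox gene HOXA5 at 3.87-fold (4.48-fold and 2.87-fold). EDN2 and CXCL12 were well above background on 2 of the 3 clopidogrel arrays. Each of these 7 genes passed an adjusted p under 0.05 with the slide as a block, from 0.00625 for RGS16 to 0.0283 for EDN2. That fit had 388 probes higher and 442 lower at an adjusted p under 0.05, and after quantile normalization, an alternative chosen after seeing the data, it had 627 higher and 466 lower, so the balance depends on the scaling.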

Of them, 52 genes were up-regulated, and 27 were down-regulated in clopidogrel-treated cells as compared with the vehicle-treated control cells.

**Figure 1:**
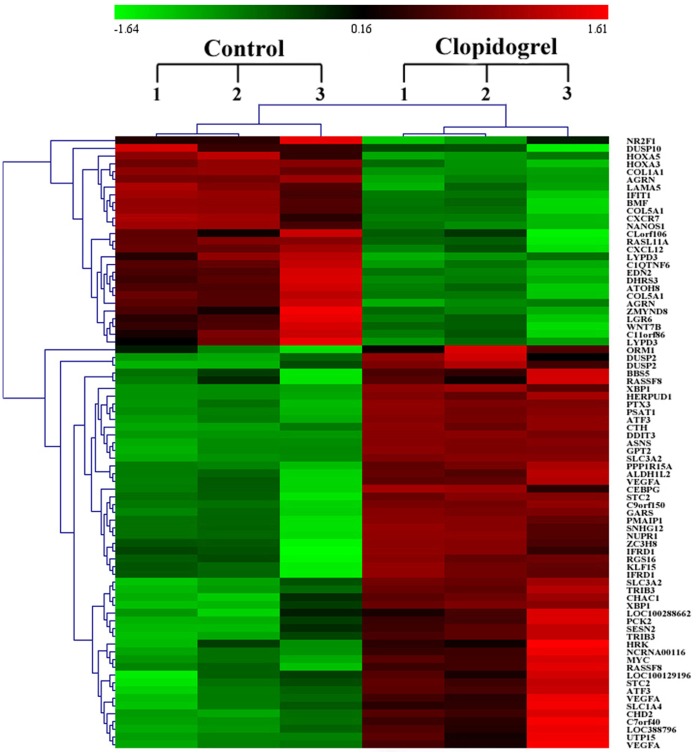
Hierarchical cluster analysis of 79 differentially expressed genes in all 6 samples. Hierarchical cluster analysis was performed as described in the Materials and Methods section. Each column represents one sample, and each gene is depicted by one row, where red denotes an increase in gene expression and green denotes a decrease in gene expression as compared with the other group. The brighter the color, the higher the gene expression level.

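Over all 22017 tested probes the arrays grouped by slide before they grouped by treatment. Average-linkage clustering parted all 6 arrays by slide, and Pearson's r between arrays of different slides was 0.762 to 0.858, against 0.953 between the vehicle control and clopidogrel arrays of slide 2. Over the 152 probes past an unadjusted p under 0.05 and a 3-fold change, the same clustering parted all 6 arrays by treatment, which follows from how these probes were chosen. CHOP and COL1A1 are among these probes. After the mean of each slide was removed from every probe, an alternative chosen after seeing the data, all 6 arrays were parted by treatment over all tested probes too. The 2 arrays of slide 2 are then mirror images of each other, so their parting follows from the removal of the mean.

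**Figure D1:**
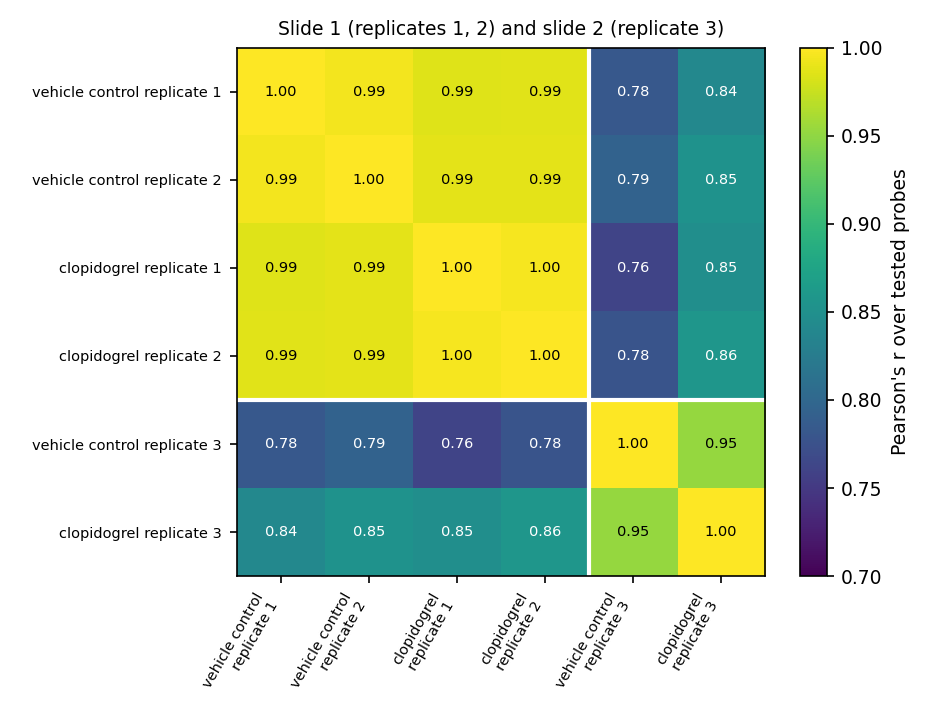
Pearson's r between each pair of the 6 arrays over all tested probes, with the arrays of slide 1 first and white lines between the slides. Pairs within slide 1 and the pair on slide 2 (0.953) lie above every pair across slides (0.762 to 0.858).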

### GO and Pathway Analysis of Differentially Expressed Genes

To further elucidate the potential mechanisms by which clopidogrel could induce apoptosis of gastric epithelial cells, a group of differentially expressed genes obtained from the primary analysis (see above) were analyzed by GO enrichment and pathway analysis, respectively. The GO enrichment analysis revealed that the main GO categories for the up-regulated genes in clopidogrel-treated cells included cell apoptosis, cell growth, cellular response to stimulus (such as external stimulus, or stress), metabolic process of nitrogen compound, positive regulation of cellular process and so on as summarized in **Figure 2**. 

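Genes of the response to amino acid shortage and stress were higher together in clopidogrel-treated cells. Of 17 measured ATF4 and CHOP targets, 13 rose and 0 fell with the slide as a block, led by CHOP, TRIB3 at 13.1-fold, NUPR1, ATF3 at 9.47-fold and the asparagine synthetase gene ASNS at 6.59-fold, with a median log2 change of 2.36. Of 21 genes of amino acid synthesis and one-carbon metabolism, 9 rose and 0 fell, among them CTH, which makes cysteine, at 7.68-fold and PSAT1 of serine synthesis at 3.98-fold. Of 11 amino acid transporters, 6 rose, and of 20 cytosolic tRNA synthetases, 5 rose, including CARS1 at 2.62-fold. Of 13 immediate early genes, which respond fast to stimuli, 7 rose, including EGR1 at 6.06-fold, JUN at 2.08-fold and MYC at 3.36-fold. The groups overlapped for EGR1, whose log2 change was 1.67 without vehicle control replicate 3 and 3.67 without clopidogrel replicate 3. When adjusted over the list alone, with the slide as a block, 16 of the ATF4 and CHOP targets, 14 of the amino acid synthesis genes, 8 of the transporters, 11 of the synthetases and 11 of the immediate early genes were higher, and 2 of the amino acid synthesis genes were lower. The paper names 10 of the 17 ATF4 and CHOP targets and 6 of the 21 amino acid synthesis genes from these arrays, so their counts are not independent evidence of direction.
Among 17 measured p53 targets, 3 rose, including PMAIP1, a pro-apoptotic BCL2 family member, at 3.40-fold, and when adjusted over the list alone 7 were higher and 1 was lower. SESN2, GDF15 and GADD45A are also among the ATF4 and CHOP targets, so the shifts of these lists are not separate. Of 11 pro-apoptotic BCL2 family genes as a whole, PMAIP1 rose, BMF fell and 9 did not pass. The first 5 lists and the p53 targets were shifted up in limma's camera at adjusted p from 1.59e-35 for the ATF4 and CHOP targets to 6.85e-05 for the p53 targets. These camera values are from the fit without a block. There, with an estimated correlation between genes, the adjusted p was 0.0742 for the ATF4 and CHOP targets, 0.129 for amino acid synthesis and 0.0674 for the transporters. It was 0.0767 for the synthetases, 0.0629 for the immediate early genes and 0.0742 for the p53 targets. The pro-apoptotic family was not called without a block (camera's adjusted p = 0.435). In the fit that gave the counts, with the slide as a block, an estimated correlation gave larger values. Camera's adjusted p was then 0.260 each for the ATF4 and CHOP targets, amino acid synthesis and the transporters. It was 0.459 for the synthetases, 0.258 for the immediate early genes and 0.369 for the p53 targets.
In a two-sided Fisher's exact test, 12 of the 17 ATF4 and CHOP targets were among the 46 genes higher at the thresholds (adjusted p = 9.59e-25), as were 5 of the 21 amino acid synthesis genes (4.93e-07), 4 of the 17 p53 targets (1.11e-05) and 2 of the 11 transporters (0.00998). The synthetases (1 of 20, adjusted p = 0.301) and the immediate early genes (1 of 13, adjusted p = 0.252) were not enriched at these thresholds, but both calls depend on the setting. The immediate early genes were enriched without the filter on dim probes (2 of 14, adjusted p = 0.00652) and among genes past an adjusted p under 0.05 and 3-fold with the slide as a block (4 of 13, adjusted p = 3.09e-06), a setting chosen after seeing the data. The synthetases were enriched when any probe of a gene could count (2 of 20, adjusted p = 0.0234). So was the pro-apoptotic BCL2 family (2 of 11, adjusted p = 0.00850), which was not with 1 probe per gene (1 of 11, adjusted p = 0.247). The paper names 4 of these 11.

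**Figure D2:**
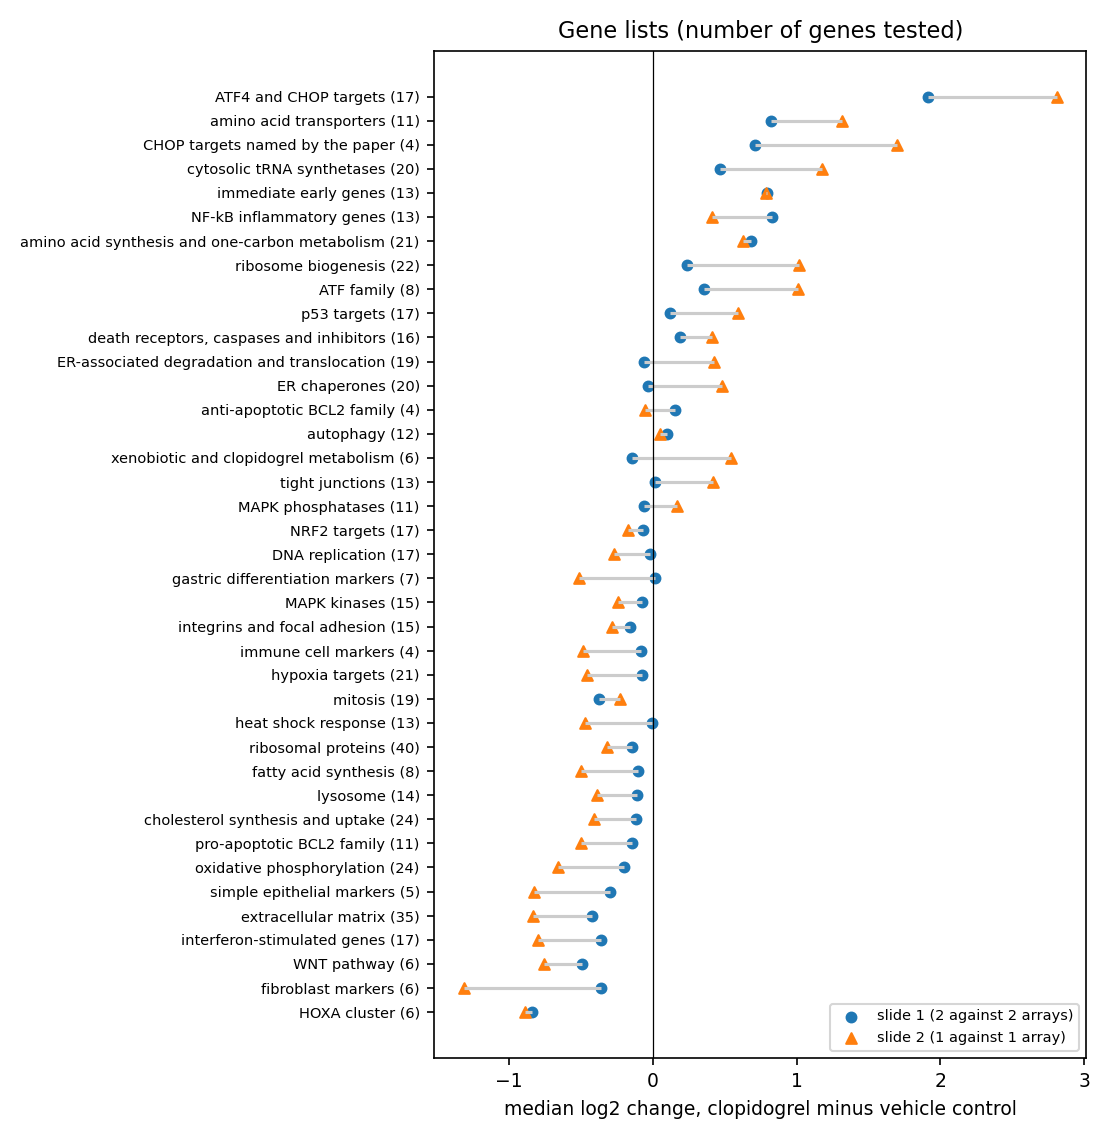
Median log2 change (clopidogrel minus vehicle control) over the tested genes of each list, on slide 1 (circles) and slide 2 (triangles), with the number of genes tested in brackets. The ATF4 and CHOP targets lie highest on both slides, at 1.91 and 2.81.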

Among the down-regulated genes, extracellular matrix part, cell motion, multicellular organismal metabolic process, regulation of biological process, signal transducer activity, response to external stimulus and others were enriched as shown in **Figure 3**. 

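Genes of the extracellular matrix were lower in clopidogrel-treated cells. Of 35 measured matrix genes, 11 fell and 0 rose with the slide as a block, and 23 were lower when adjusted over the list alone. They included COL1A1, the collagen genes COL5A1 at 4.07-fold lower, COL18A1 at 2.97-fold lower and COL3A1 at 2.75-fold lower, and the basement membrane genes LAMA5 at 3.46-fold lower and AGRN at 3.32-fold lower. The list had a median log2 change of -0.49, with -0.42 on slide 1 and -0.83 on slide 2. Without a block, camera called it lower (adjusted p = 8.04e-11), with an adjusted p = 0.0629 with an estimated correlation. With the slide as a block and an estimated correlation, camera's adjusted p was 0.260. The paper names 4 of the 35 from these arrays. A list of fibroblast markers, which shares COL3A1 and DCN with the matrix genes, was also called lower (adjusted p = 0.00400, and 0.353 with an estimated correlation). None of 15 integrin and focal adhesion genes passed the test with the slide as a block (adjusted p = 0.260 for the list), and when adjusted over the list alone 0 were called. In a two-sided Fisher's exact test, 4 of the 35 matrix genes were among the 41 genes lower at the thresholds (adjusted p = 0.000109). COL1A1, COL5A1, LAMA5 and AGRN are the 4 that the paper names as lower from these arrays, so this enrichment is not independent evidence.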

Subsequently, the KEGG database was used to investigate the pathways where these differentially expressed genes are located at. The significantly affected target pathways were designated as those with a *P* value <0.05. 

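GPT2, which makes alanine, was 4.02-fold higher with clopidogrel (3.84-fold on slide 1 and 4.40-fold on slide 2). PCK2, the mitochondrial enzyme that makes phosphoenolpyruvate, was 2.82-fold higher, with the same change on both slides (2.81-fold and 2.82-fold), and its groups overlapped over the 6 arrays. SESN2, a stress-induced p53 target, was 5.14-fold higher. WNT7B, a WNT ligand, was 5.08-fold lower (3.07-fold on slide 1 and 13.9-fold on slide 2) and was well above background on 2 of the 3 clopidogrel arrays. The log2 change of DHRS3 was -3.53 over the 6 arrays and -2.51 without vehicle control replicate 3. The adjusted p with the slide as a block was 0.00636 for GPT2, 0.00942 for PCK2, 0.00348 for SESN2, 0.0455 for WNT7B and 0.0489 for DHRS3.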

A total of 17 pathways were identified, and top 10 related genes are summarized in **Table 3**. Among them, apoptosis-related pathways – MAPKs – were activated significantly, leading to up-regulation of stress responsive transcriptional regulator CHOP.

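Among the genes of the MAPK pathway, the phosphatase DUSP10, which acts on p38 and JNK, was 3.12-fold lower with clopidogrel (2.63-fold on slide 1 and 4.39-fold on slide 2). The phosphatase DUSP2 was 2.87-fold higher, with 3.73-fold on slide 1 and 1.70-fold on slide 2. Of 15 measured MAPK kinases, which include the genes of p38 and ERK and the JNK gene MAPK9, 0 rose and 0 fell with the slide as a block, and 0 when adjusted over the list alone, and their median log2 change was -0.16. The JNK genes MAPK8 and MAPK10 were not tested. Of 11 MAPK phosphatases, DUSP2 rose, DUSP10 fell and 9 did not pass. The adjusted p with the slide as a block was 0.0402 for DUSP2 and 0.0413 for DUSP10, and camera's adjusted p was 0.671 for the kinases and 0.657 for the phosphatases. The arrays measure mRNA and not kinase activity. From the enriched pathways, the paper states that MAPK pathways were activated and led to the rise in CHOP. The paper also reports that a p38 inhibitor lowered CHOP and apoptosis under clopidogrel, while inhibitors of ERK and JNK had little effect. It cites earlier work of its authors in which clopidogrel activated ERK, JNK and p38.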

**Figure 2:**
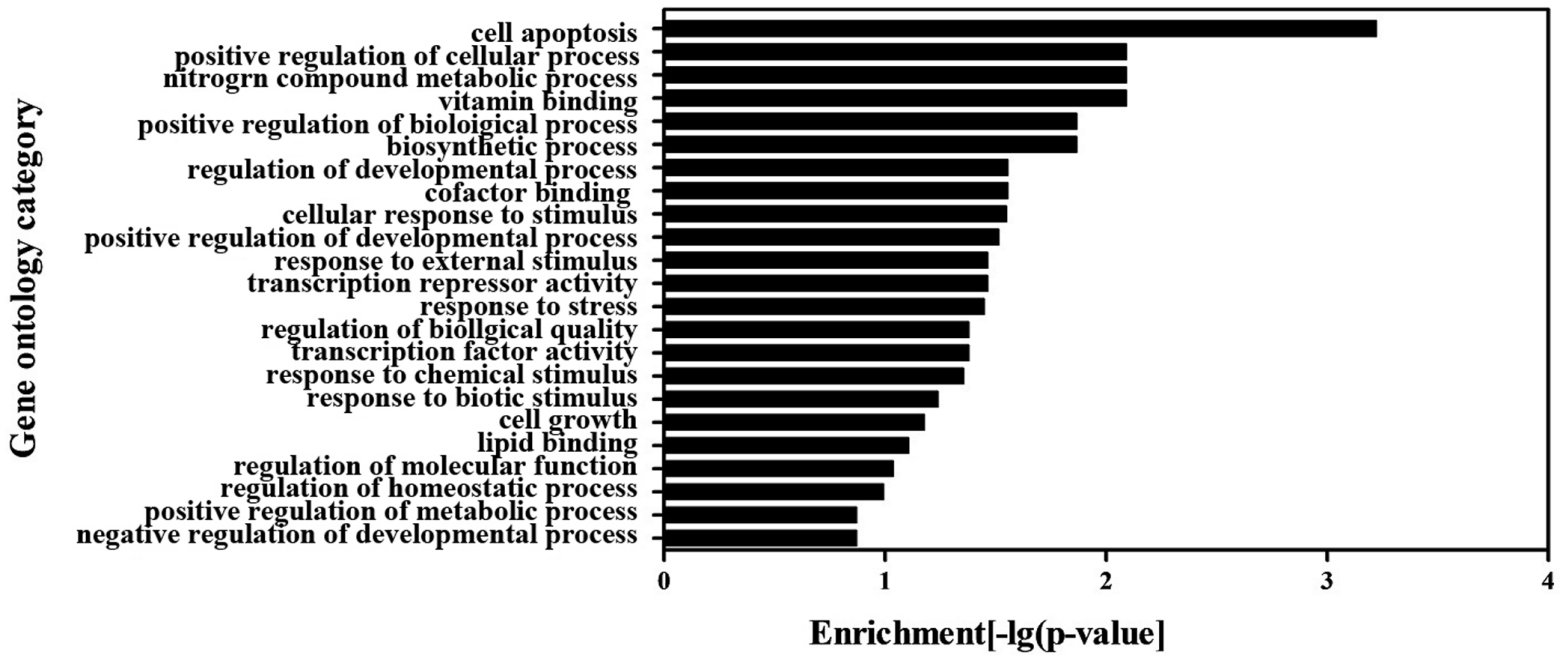
The GO category for the up-regulated genes in clopidogrel group. A *P* value <0.05 was used as a cut-off threshold to select significant GO categories. The higher the enrichment, the more significant the biological processes.

**Figure 3:**
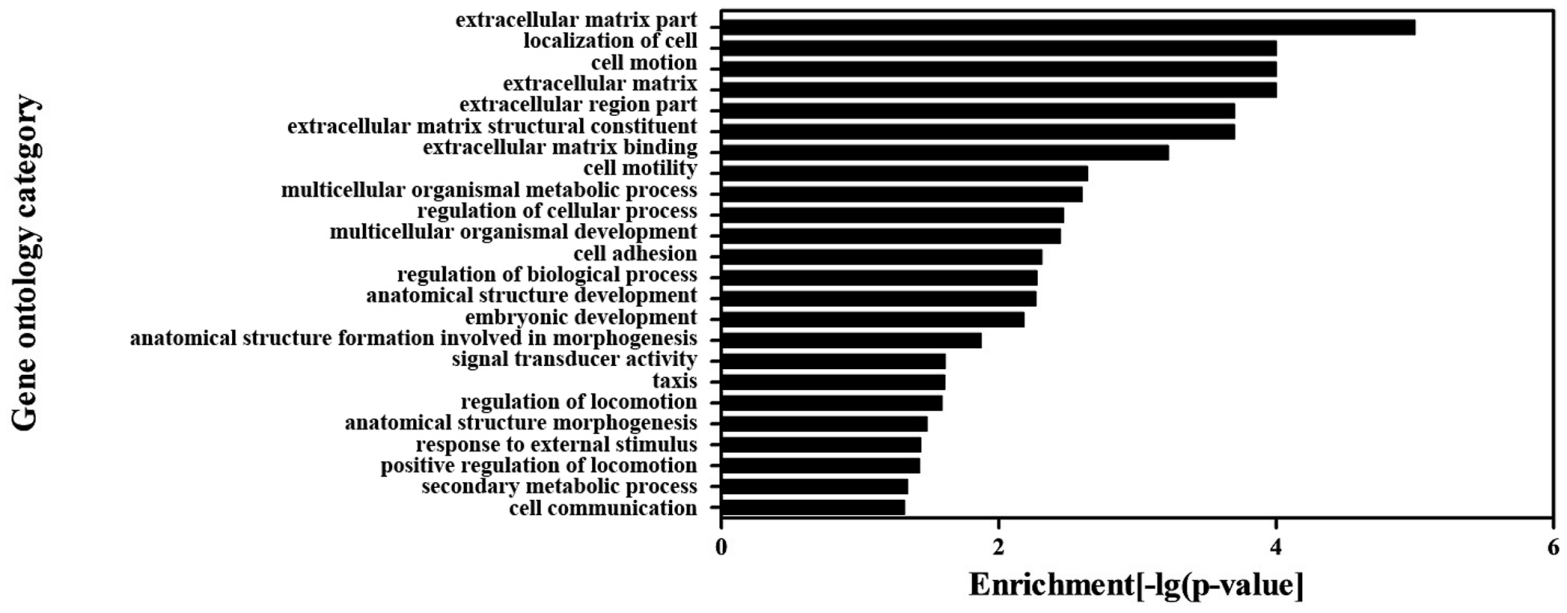
The GO category for the down-regulated genes in clopidogrel group. A *P* value <0.05 was used as a cut-off threshold to select significant GO categories. The higher the enrichment, the more significant the biological processes.

**Table 3:** The top 10 pathways that could be affected by clopidogrel in the GES-1 cells.

Pathway	*P*-value*	FDR**	Gene involved
1. ECM-receptor interaction	0	0	AGRN, COL1A1, COL5A1, LAMA5
2. Focal adhesion	2.00E-04	1.00E-04	COL1A1, COL5A1, LAMA5, **VEGFA**
3. MAPK signaling pathway	6.00E-04	2.00E-04	**DDIT3**, DUSP10, **DUSP2**, **MYC**
4. Nitrogen metabolism	6.00E-04	2.00E-04	**ASNS**, **CTH**
5. Alanine, aspartate and glutamatemetabolism	0.001	2.00E-04	**ASNS**, **GPT2**
6. Glycine, serine and threonine metabolis	0.001	2.00E-04	**CTH**, **PSAT1**
7. Pathways in cancer	0.0012	2.00E-04	LAMA5, **MYC**, **VEGFA**, WNT7B
8. Bladder cancer	0.0017	3.00E-04	**MYC**, **VEGFA**
9. p53 signaling pathway	0.0044	5.00E-04	**PMAIP1**, **SESN2**
10. Metabolic pathways	0.0046	5.00E-04	**ASNS**, **CTH**, DHRS3, **GPT2**, **PCK2**

* Enrichment *P*-value of the corresponding pathway as determined by Fisher’s exact test.

** FDR of the corresponding pathway.

Bold, up-regulated; non-bold, down-regulated.

In this experiment, the genes responsible for cell apoptosis, growth, and response to stress were most important to match our research goal. 

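At the probes printed in Tables 4 and 5, all 20 changes had the direction of the tables, and 19 passed an unadjusted p under 0.05 and a 3-fold change. The ER stress regulator HERPUD1 was 3.04-fold higher, the eIF2α phosphatase subunit PPP1R15A 3.83-fold higher, the growth factor VEGFA 4.24-fold higher and the transcription factor CEBPG 4.38-fold higher. The pentraxin PTX3 was 5.05-fold higher, GARS (glycyl-tRNA synthetase) 3.54-fold higher, and SLC3A2, a subunit of amino acid transporters, 4.15-fold higher. BMF, a pro-apoptotic BCL2 family member, was 4.50-fold lower. ORM1, an acute phase protein, was 2.92-fold higher, under the fold threshold. With the slide as a block, 18 of the 20 passed an adjusted p under 0.05, and the exceptions were HRK, a pro-apoptotic BCL2 family member (adjusted p = 0.0642), and ORM1 (adjusted p = 0.0920). With the replicate number as a block, only 31 of all tested probes passed, against 830 with the slide. CHOP and TRIB3 were among them (adjusted p = 0.0175 for each). HRK was 3.74-fold higher at the printed probe, with 2.55-fold on slide 1 and 8.01-fold on slide 2, and was well above background on 1 of the 3 vehicle control arrays. A brighter HRK probe, A_24_P52882, was 1.56-fold lower and did not pass. The ratio of each fold to the paper's reported value ran from 0.817 to 1.17, with a median of 0.999.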

Analysis of our microarray data showed that 13 genes associated with stress response (shown in **Table 4**) and 16 genes associated with cell apoptosis and growth (**Table 5**) were markedly altered after GES-1 cells were treated with clopidogrel.

**Table 4:** Microarray analysis for the differentially expressed genes involved in ER stress.

Gene ID	Gene symbol	Name of the gene (or gene product)	Fold-change*
A_23_P21134	**CHOP/DDIT3**	DNA-damage-inducible transcript 3	21.79
A_23_P210690	**TRIB3**	tribbles homolog 3 (Drosophila)	14.97
A_23_P145694	ASNS	asparagine synthetase	7.27
A_23_P121064	PTX3	pentraxin-related gene, rapidly induced by IL-1 beta	5.08
A_23_P207520	COL1A1	collagen, type I, alpha 1	−4.55
A_23_P25194	HRK	harakiri, BCL2 interacting protein (contains only BH3 domain)	4.48
A_23_P356755	CEBPG	CCAAT/enhancer binding protein (C/EBP), gamma	4.47
A_23_P70398	VEGFA	vascular endothelial growth factor A	4.36
A_23_P90172	PPP1R15A	protein phosphatase 1, regulatory (inhibitor) subunit 15A	3.7
A_23_P158593	COL5A1	collagen, type V, alpha 1	−3.7
A_23_P169494	ORM1	orosomucoid 1	3.57
A_23_P54846	HERPUD1	homocysteine-inducible, endoplasmic reticulum stress-inducible,ubiquitin-like domain member 1	3.33
A_24_P182494	DUSP10	dual specificity phosphatase 10	−3.13

* Fold-change, clopidogrel/control; minus sign (−) denotes down-regulated genes.

**Table 5:** Microarray analysis for the differentially expressed genes involved in cell apoptosis and growth.

Gene ID	Gene symbol	Gene description	Fold-change*
**Apoptosis-related genes**			
A_23_P21134	**CHOP/DDIT3**	DNA-damage-inducible transcript 3	21.79
A_23_P210690	**TRIB3**	tribbles homolog 3 (Drosophila)	14.97
A_24_P270728	NUPR1	nuclear protein 1	10.92
A_23_P145694	ASNS	asparagine synthetase	7.27
A_23_P25194	HRK	harakiri, BCL2 interacting protein (contains only BH3 domain)	4.48
A_23_P356755	CEBPG	CCAAT/enhancer binding protein (C/EBP), gamma	4.47
A_23_P70398	VEGFA	vascular endothelial growth factor A	4.36
A_23_P379649	BMF	Bcl2 modifying factor	−4.35
A_23_P90172	PPP1R15A	protein phosphatase 1, regulatory (inhibitor) subunit 15A	3.7
A_23_P108871	ZC3H8	zinc finger CCCH-type containing 8	3.43
A_24_P154948	GARS	glycyl-tRNA synthetase	3.39
A_23_P54846	HERPUD1	homocysteine-inducible, endoplasmic reticulum stress-inducible,ubiquitin-like domain member 1	3.33
A_23_P207999	PMAIP1	phorbol-12-myristate-13-acetate-induced protein 1	3.22
**Cell growth-related genes**			
A_24_P270728	NUPR1	nuclear protein 1	10.92
A_23_P126103	CTH	cystathionase (cystathionine gamma-lyase)	7.66
A_23_P75811	SLC3A2	solute carrier family 3 (activators of dibasic and neutralamino acid transport), member 2	4.35

* Fold-change, clopidogrel/control; minus sign (−) denotes a down-regulated gene.

### Clopidogrel-Induced the ER Stress in GES-1 Cells

In this study, cell apoptosis was found to be enriched for the genes that encode several stress responsive transcriptional regulators like CHOP and TRIB3, further pointing to the role of the ER stress in clopidogrel-induced apoptosis. 

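The stress regulators downstream of ATF4 were higher with clopidogrel, and no chaperone of the ER passed an adjusted p under 0.05 with the slide as a block. CEBPB, a transcription factor, had a log2 change of 1.38, and STC2 was 6.59-fold higher, with 3.86-fold on slide 1 and 19.2-fold on slide 2. Of 20 measured ER chaperones, 0 rose and 0 fell with the slide as a block, and 0 when adjusted over the list alone. The chaperone BiP (HSPA5) was 2.23-fold higher (adjusted p = 0.0781 with the slide as a block) and DNAJB9 was 3.23-fold higher (adjusted p = 0.0961), past an unadjusted p under 0.05 and a 3-fold change. BiP was 1.59-fold higher on slide 1 and 4.39-fold higher on slide 2, and DNAJB9 1.78-fold and 10.6-fold higher. HSP90B1 and PDIA4 had log2 changes of 0.31 (standard error 0.83) and 0.16 (standard error 0.58). Of 19 genes of ER-associated degradation and translocation, 3 rose, namely HERPUD1, XBP1 and SEC24D, and 0 fell. When adjusted over the list alone, 3 were higher and 1 was lower. Camera's adjusted p was 0.148 for the chaperones and 0.0593 for degradation and translocation. In a two-sided Fisher's exact test, 2 of the 19 degradation and translocation genes were among the 46 genes higher at the thresholds (adjusted p = 0.0261). This call was lost without the filter on dim probes (1 of 19, adjusted p = 0.223). The paper names 2 of these 19 from these arrays, HERPUD1 and XBP1, so this enrichment is not independent evidence. Of the 20 chaperones, 1 was among the 46 (adjusted p = 0.301). After quantile normalization camera's adjusted p was 0.0199 for the chaperones and 0.0123 for degradation and translocation. Without the filter on dim probes it was 0.0195 and 0.00606, so both camera calls depend on the scaling and on the filter. From the apoptosis genes that encode stress regulators such as CHOP and TRIB3, the paper points to a role of ER stress in apoptosis induced by clopidogrel.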

The most significant ER stress-induced apoptotic pathway is mediated through CHOP. 

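CHOP mRNA was 22.2-fold higher in clopidogrel-treated cells, with 18.5-fold on slide 1 and 31.8-fold on slide 2. Its log2 change at probe A_23_P21134 was 4.47 (standard error 0.35, n = 3 arrays per group, adjusted p = 0.259 from limma). TRIB3, a pseudokinase and target of CHOP, was 13.1-fold higher at probe A_23_P210690, with 12.2-fold on slide 1 and 15.0-fold on slide 2. Its log2 change was 3.71 (standard error 1.01, adjusted p = 1.00), and leaving out 1 array gave 2.82 (without clopidogrel replicate 3) to 4.50 (without vehicle control replicate 3). At the other TRIB3 probe, A_24_P305541, the change was 14.7-fold. With the slide as a block, the adjusted p was 0.00164 for CHOP and 0.00164 for TRIB3 at A_23_P210690. Every clopidogrel array lay above every vehicle control array for both genes (exact permutation test, two-sided, p = 0.1, the smallest p that 3 arrays against 3 allow).

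**Figure D3:**
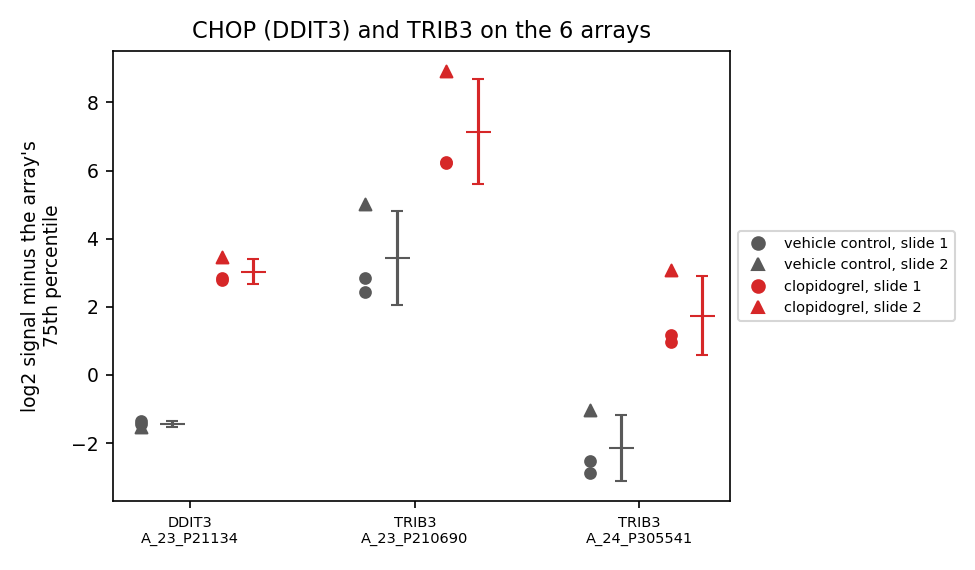
Log2 signal minus the 75th percentile of the array for the CHOP (DDIT3) probe and both TRIB3 probes on each of the 6 arrays, with the mean and SD of the 3 arrays of a group. All 3 clopidogrel arrays lie above all 3 vehicle control arrays at each probe.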

The microarray data showed a 21.79-fold increase in CHOP and a 14.97-fold increase in TRIB3 levels after GES-1 cells were treated with clopidogrel for 24 h as shown in **Table 4**. TRIB3, a novel target of CHOP, is known to be involved in CHOP-dependent cell death during the ER stress [35]. In this study, we observed both TRIB3 and CHOP were up-regulated by clopidogrel in the GES-1 cells in a concentration- and time-dependent manner, as measured by real-time PCR and Western blot analysis (**Figures 4** and **5**), consistent with our previous observations [32].

**Figure 4:**
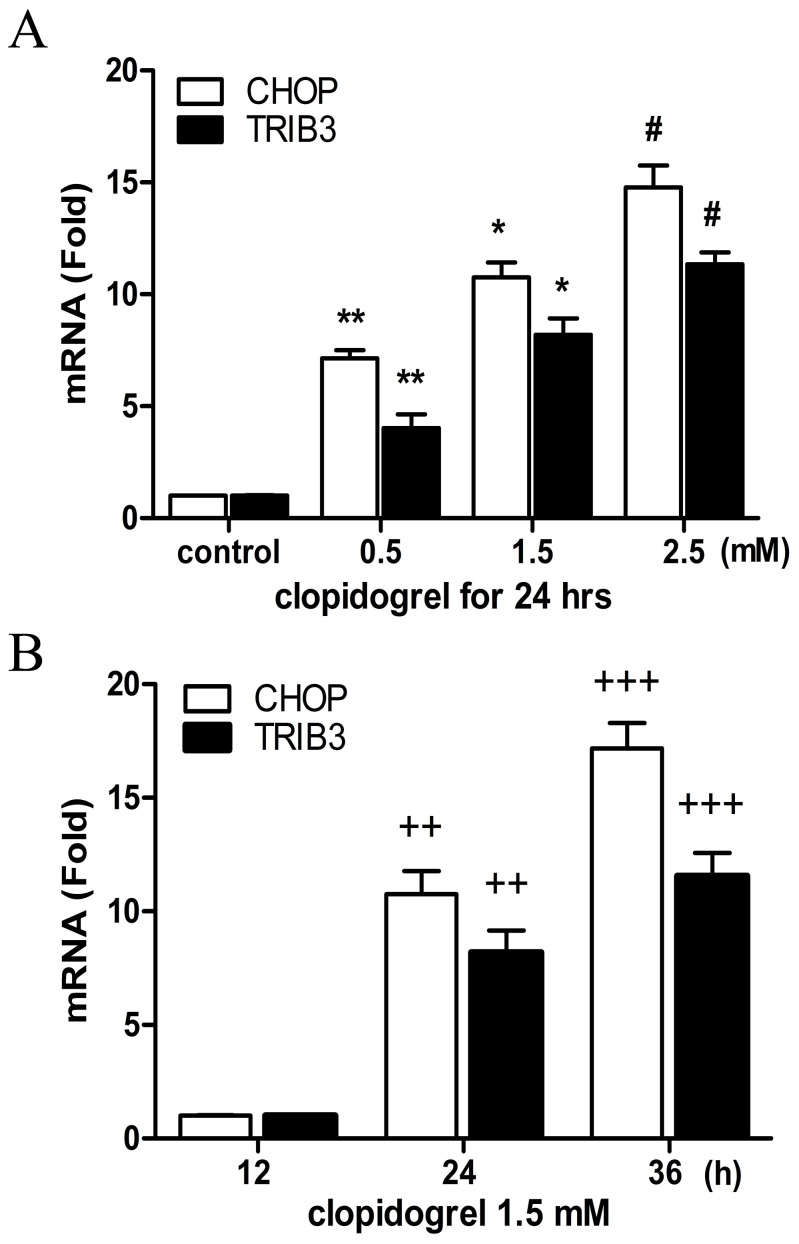
Effects of clopidogrel on CHOP and TRIB3 mRNA expression in the GES-1 cells. The mRNA expression levels of both CHOP and TRIB3 were up-regulated in the GES-1 cells in a concentration- and time-dependent manner when treated with clopidogrel, as measured by real-time PCR. Data are a representative of three independent experiments. **P<0.05 *vs* vehicle control; *P<0.05 *vs* clopidogrel (0.5 mM); #*P<*0.05 *vs* clopidogrel (1.5 mM); *^++^P<*0.05 *vs* clopidogrel (1.5 mM for 12 h); *^+++^P<*0.05 *vs* clopidogrel (1.5 mM for 24 h).

**Figure 5:**
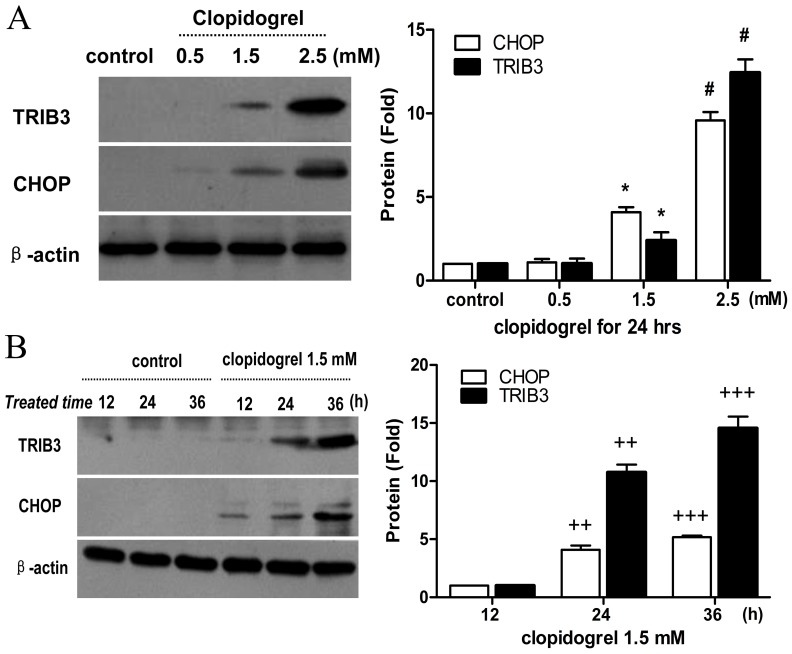
Effects of clopidogrel on CHOP and TRIB3 protein expression in the GES-1 cells. The protein expression levels of both CHOP and TRIB3 were up-regulated in the GES-1 cells in a concentration- and time-dependent manner, consistent with their mRNA expression profiles as measured by real-time PCR. Data are a representative of three independent experiments. **P<0.05 *vs* vehicle control; #*P<*0.05 *vs* clopidogrel (1.5 mM); *^++^P<*0.05 *vs* clopidogrel (1.5 mM for 12 h); *^+++^P<*0.05 *vs* clopidogrel (1.5 mM for 24 h).

Since the expression of CHOP is regulated at the transcriptional level through the upstream transcription factor ATFs, we also determined expression of ATF2, ATF3, ATF4, and ATF6 at protein levels in the GES-1 cells. As expected, there was >2-fold increased protein expression of ATF3 in clopidogrel-treated GES-1 cells as compared with controls. In contrast, there were no changes in mRNA and protein expression of ATF2, ATF4, and ATF6, respectively (**Figure 6**).

**Figure 6:**
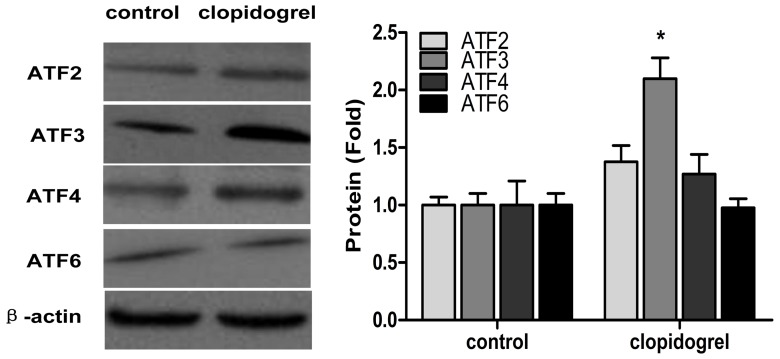
Effects of ER stress on ATF expression in the GES-1 cells. GES-1 cells were treated with clopidogrel 1.5 mM for 24 h. Data are expressed as mean ± SD, representative of three independent experiments. *P<0.05 *vs* control.

### The p38 MAPK Inhibitor SB-203580 Attenuated Clopidogrel-Induced GES-1 Cell Apoptosis and CHOP Up-regulation

To investigate whether MAPK activation could contribute to ER stress-induced GES-1 cell apoptosis after exposure to clopidogrel, three MAPK-specific inhibitors were used. Pretreatment with the p38 MAPK inhibitor SB-203580 (1 µM) for 30 min significantly attenuated over-expression of CHOP (**Figure 7**), cell apoptosis and inhibition of cell proliferation, all of which were induced by clopidogrel (1.5 mM for 24 h), but pretreatment with either the ERK inhibitor U-0126 (1 µM) or the JNK inhibitor SP-600125 (1 µM) had no marked effects (**Figure 8**). In contrast, there were no marked changes in cell viability and apoptosis, and CHOP expression in GES-1 cells when pretreated with SB-203508, U-0126 or SP-600125 (1 µM for 24.5 h, respectively) in the absence of clopidogrel treatment (data not shown).

**Figure 7:**
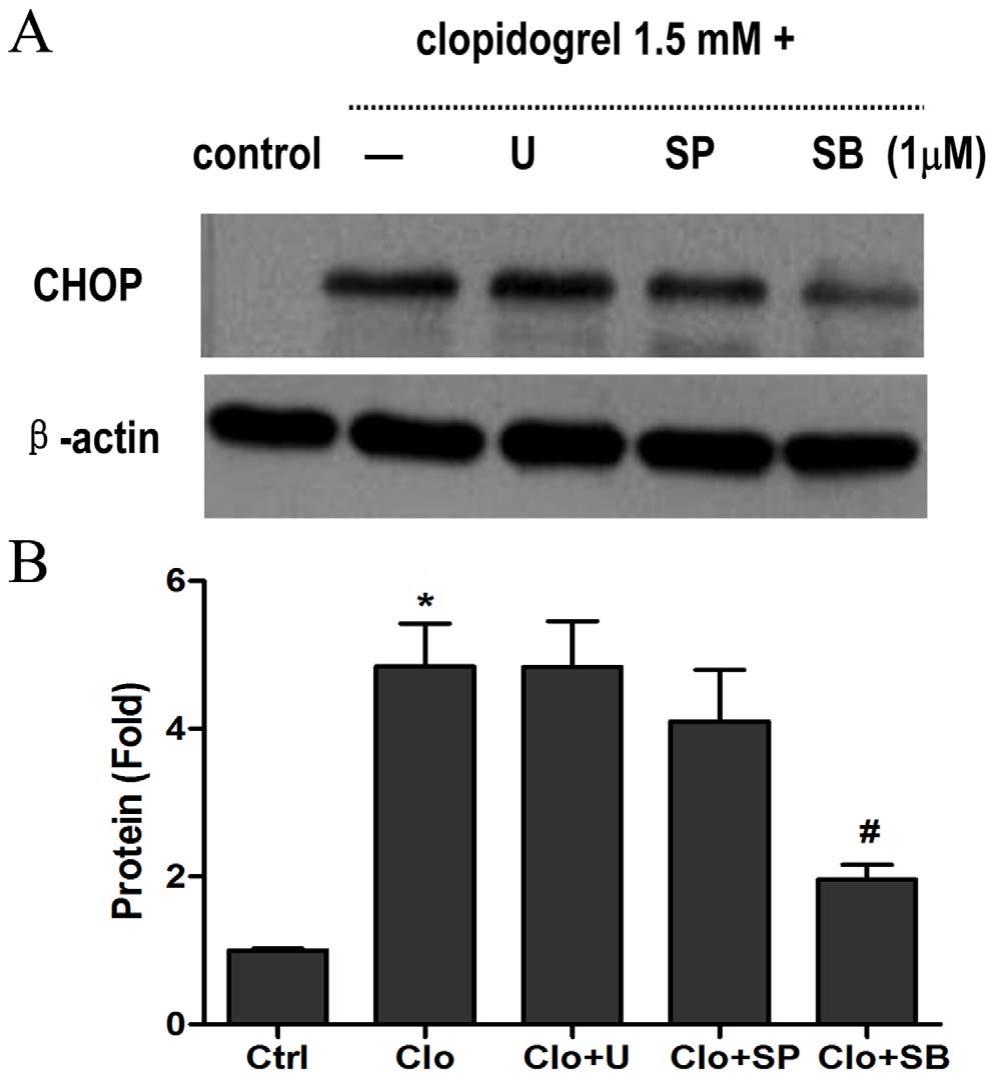
Suppression of clopidogrel-induced CHOP up-regulation by the p38 MAPK inhibitor. As expected, only the p38 MAPK inhibitor SB-203580 significantly attenuated CHOP up-regulation. Data are expressed as mean ± SD, representative of three independent experiments. *P<0.05 *vs* control; #*P<*0.05 *vs* clopidogrel alone (1.5 mM).

**Figure 8:**
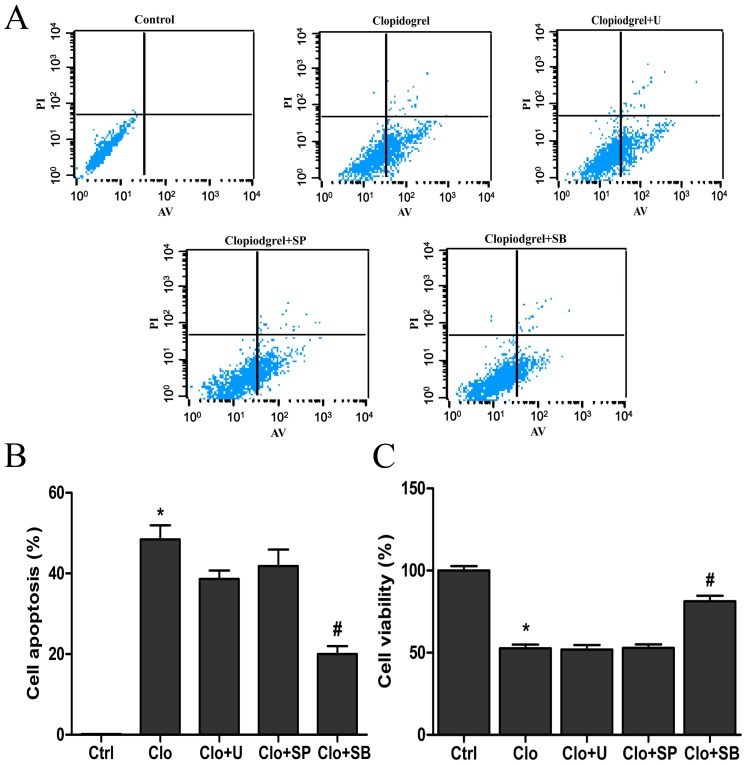
The p38 MAPK inhibitor suppressed clopidogrel-induced cell proliferation inhibition and apoptosis. After pretreatment of a p38 MAPK inhibitor SB-203580, clopidogrel-induced cell proliferation inhibition and apoptosis were significantly attenuated. Data are expressed as mean ± SD, representative of three independent experiments. *P<0.05 *vs* control; #*P*<0.05 *vs* clopidogrel alone.

## Discussion

To better understand cellular responses to clopidogrel and potential signaling pathways activated by clopidogrel, the differentially expressed genes were determined in the absence or presence of clopidogrel treatment by the Agilent one-color microarray-based gene expression profiling. The major findings in this study were that some genes associated with ER stress (such as ATF3, CHOP, and TRIB3) are over-expressed in the GES-1 cells when treated with clopidogrel, and that the p38/MAPK inhibitor SB-203580 can partially abolish GES-1 apoptosis and CHOP over-expression, both of which are induced by clopidogrel.

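ATF3 and ATF4, transcription factors upstream of CHOP, both had higher mRNA with clopidogrel. ATF3 was 9.47-fold higher at probe A_23_P34915 and 9.76-fold higher at A_24_P33895. ATF4 was 2.62-fold higher at A_23_P120933 (2.30-fold on slide 1 and 3.39-fold on slide 2) and 2.84-fold higher at A_23_P120941. ATF6 was 1.66-fold higher, and the 2 probes of ATF2 were 1.54-fold and 1.73-fold higher. With the slide as a block, the adjusted p was 0.0126 and 0.0121 for the ATF3 probes, 0.0209 and 0.0152 for the ATF4 probes, 0.112 for ATF6, and 0.109 and 0.201 for ATF2, so that over all tested probes those of ATF3 and ATF4 passed and those of ATF2 and ATF6 did not. With the replicate number as a block, the adjusted p was 0.0616 and 0.0459 for the ATF3 probes and 0.0866 and 0.0780 for the ATF4 probes, so that neither ATF4 probe passed, and ATF2 and ATF6 did not pass either. The 95% interval of the ATF4 change at A_23_P120941 ran from 2.18-fold to 3.70-fold with the slide as a block, and from 1.51-fold to 5.32-fold without it. Without a block, every probe had an adjusted p of 1.00 over all tested probes. When adjusted over the list alone, without a block, that is over the probes of ATF2, ATF4 and ATF6, the ATF4 probes had an adjusted p = 0.0827 and 0.0326. The same adjustment with the slide as a block gave 0.000304 and 0.000293 for ATF4, 0.0265 for ATF6, and 0.0265 (A_24_P246467) and 0.0806 (A_24_P128145) for ATF2, so that ATF6 and 1 of the 2 ATF2 probes were also higher at an adjusted p under 0.05. Without vehicle control replicate 3, both ATF2 probes turned lower, with log2 changes of -0.0282 (A_24_P246467) and -0.35 (A_24_P128145). That fit has no block and leaves clopidogrel replicate 3 as the only array of slide 2, so the slide difference enters these changes. Within slide 1 and slide 2 the log2 changes were 0.34 and 1.18 (A_24_P246467) and 0.17 and 2.01 (A_24_P128145). The CHOP targets BCL2L11 and ERO1A (ERO1-Lα) had log2 changes of 0.15 (standard error 0.83) and 0.11 (standard error 0.40) and did not pass.

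**Figure D4:**
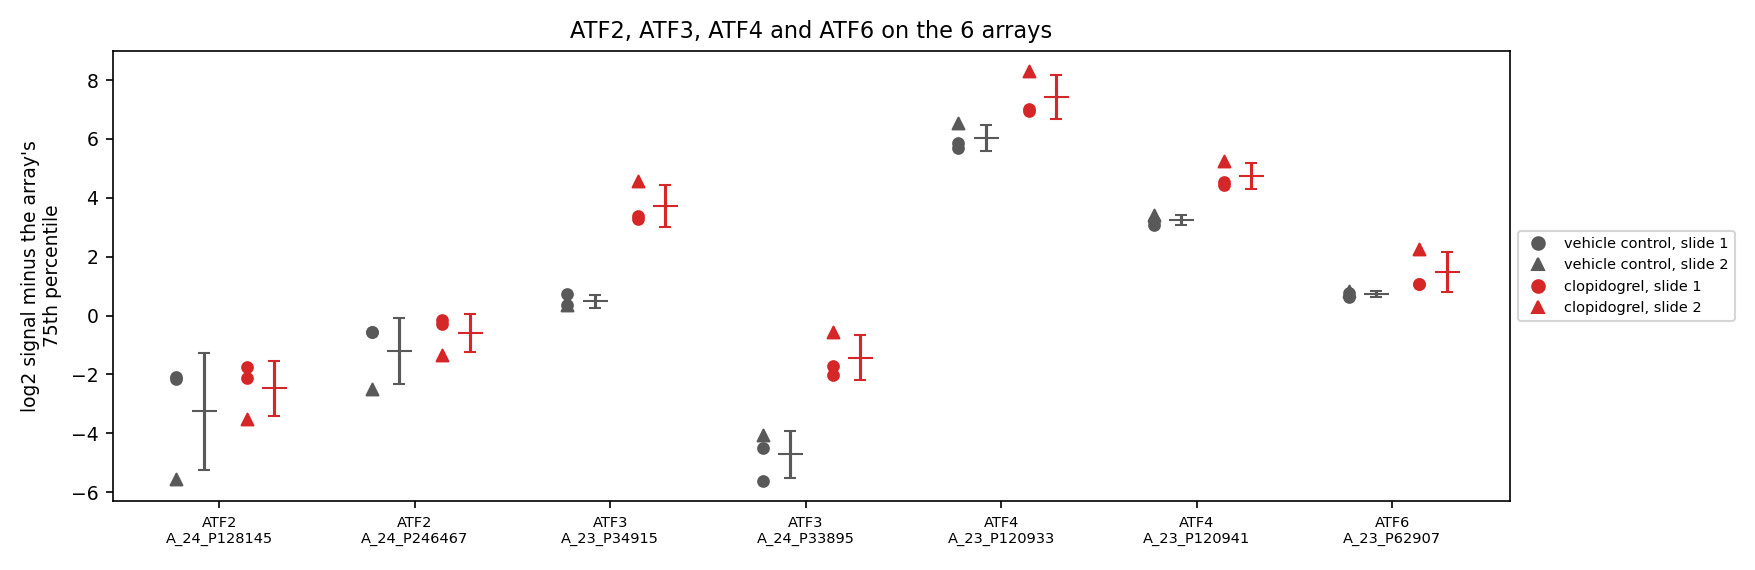
Log2 signal minus the 75th percentile of the array for each probe of ATF2, ATF3, ATF4 and ATF6 on each of the 6 arrays, with the mean and SD of the 3 arrays of a group. The clopidogrel arrays lie above the vehicle control arrays of their own slide at every probe except A_24_P128145 of ATF2, where they overlap on slide 1.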

CHOP is a key regulator of the ER-stress response [23]. Under normal conditions, the level of CHOP in the cytoplasm is very low [36]. When the ER stress response is triggered by certain cellular stress, such as hypoxia, oxidant stress, glucose/nutrient starvation, and drugs, CHOP would be induced and transferred from cytoplasm to nucleus to regulate expression of its target genes that may potentiate apoptosis [37]–[39]. These target genes include BIM (BCL2-like 11) [40], ERO1-Lα (endoplasmic oxidoreductin-1-like) [40], GADD34 (growth arrest and DNA damage gene 34) [41], and TRIB3 [35]. Tsutsumi et al observed that indomethacin-induced apoptosis was suppressed in cultured guinea-pig gastric mucosal cells by expression of the dominant-negative form of CHOP, or in peritoneal macrophages from CHOP-deficient mice [19]. To analyze the ER stress response in clopidogrel-induced GES-1 cell apoptosis, we performed real-time PCR and Western blot analysis, and found that expression of CHOP and its target gene TRIB3 was up-regulated in the GES-1 cells in a concentration- and time-dependent manner in response to clopidogrel (**Figures 4** and **5**), consistent with the results of cell viability and apoptosis experiments in our previous study [32]. These data suggest that the induction of these genes/proteins may be important in apoptosis of gastric epithelial cell GES-1 induced by clopidogrel.

TRIB3, one of the CHOP target genes, can interact with CHOP, but does not promote degradation of CHOP protein [35]. Some ER-stress inducers, such as tunicamycin, cannabinoids, thapsigargin and nutrient starvation, can increase expression of both CHOP and TRIB3 [42], [43], leading to apoptosis. In this experiment, we found that the levels of CHOP increased with TRIB3 when apoptosis occurred, and that the peak of TRIB3 expression was later than that of CHOP expression as shown in **Figure 5**. TRIB3 is also known to cause apoptosis through inhibiting Akt kinase activity, an anti-apoptotic factor kinase by altering the phosphorylation of Thr308 and Ser473 [44]. In most cases, the expression of CHOP in response to stress is regulated at the transcriptional level through its upstream transcription factors ATF2, ATF4, and ATF6 [37], [42], [45]. As shown in **Figure 6**, clopidogrel did up-regulate ATF3, but not ATF2, ATF4, and ATF6, consistent with the findings of others [46]–[48]. Thus, which ATFs could regulate CHOP expression may vary by the type of the cell or tissue being studied or the stimulant used.

The first step to respond to ER stress is to synthesize a large amount of proteins that may contribute to protein folding through transcriptional machinery, because the unfolded proteins accumulated in the ER would be degraded easily. If such responsiveness failed, the intent would activate MAPKs and/or nuclear factor κB (NFκB) that induce expression of the genes that encode the mediators of host defense [49]. If adaptation and alarm all failed to get rid of ER stress, the cell would undergo apoptosis [50]. Mauro et al demonstrated that ticlopidine, the first-generation P2Y12 receptor antagonist, could induce endothelial cell apoptosis by disrupting production of extracellular matrix components critical to microvascular endothelial cell integrity in vitro, and that ticlopidine-induced apoptosis could be abrogated by inhibitors of ERK1/2 and p38 phosphorylation [51]. However, the mechanisms remain to be determined. In a recent study, we found that ERK, JNK, and p38 MAPKs all were markedly activated in clopidogrel-treated GES-1 cells as compared with the vehicle-treated controls, but that only the p38 MAPK inhibitor (SB203580) could attenuate damaged tight junction structure and increased paracellular permeability, which of both were induced by clopidogrel [32]. Furthermore, apoptosis of gastric mucosal epithelial cells has been demonstrated to be the important pathological basis for promoting the occurrence of gastric epithelial barrier dysfunction [52], [53]. Therefore, in this work, we sought to systematically screen how many genes would be responsible for clopidogrel-induced gastric epithelial cell apoptosis, and to further determine which genes would be the most important and whether the p38 MAPK could be also involved in them. This study demonstrated that p38 MAPK inhibitor SB203580 could suppress GES-1 apoptosis and CHOP over-expression (as shown in **Figure 7**), both of which were induced by clopidogrel, consistent with previous findings [54]–[56]. The p38 MAPK, a highly conserved proline-directed serine/threonine protein kinase, plays an important role in mediating stress, inflammatory and immune response, cell survival and apoptosis processes [57], [58]. Moreover, it has been recognized that two adjacent serine residues (Ser^79^ and Ser^82^) of CHOP can serve as substrates of the p38 MAPK family [55], [59]. In this study, the p38 MAPK inhibitor suppressed GES-1 cell apoptosis and CHOP over-expression, indicating that p38 MAPK activation may play a critical role in CHOP-mediated gastric epithelial cell apoptosis induced by clopidogrel.

There are also studies demonstrating that, besides CHOP-mediated apoptotic pathways, IRE1-mediated activation of ASK1 (apoptosis signal-regulating kinase 1)/JNK and activation of caspase-12 are also the major mechanisms of ER stress-induced apoptosis [23]. In this experiment, we found that the JNK kinase inhibitor could not alleviate gastric epithelial cell apoptosis. Based on this evidence, it is concluded that JNK signaling pathway seems not to be involved in clopidogrel-induced gastric epithelial cell apoptosis. In addition, caspase-12, a marker of ER stress-induced apoptosis in mouse, can be activated by ER stress [60]. Caspase-12, in turn, activates caspase-9 and caspase-3, leading to cell death. Because humans lack functional caspase-12 homologue [60], caspase-12 was not measured in this study.

In summary, this study demonstrated that the up-regulation of ATF3, CHOP, and TRIB3 is the result of clopidogrel treatment in the GES-1 cells, whose increased expression can lead to ER stress and gastric epithelial cellular apoptosis through the activation of the p38 MAPK signaling pathway. In terms of the widespread use of clopidogrel in patient care, there is the need to further elucidate the mechanism underlying clopidogrel-induced GI complications.

## References

[1] XieHG, ZouJJ, HuZY, ZhangJJ, YeF, et al (2011) Individual variability in the disposition of and response to clopidogrel: Pharmacogenomics and beyond. Pharmacol Ther 129: 267–289.2096521410.1016/j.pharmthera.2010.10.001

[2] ChanFK, ChingJY, HungLC, WongVW, LeungVK, et al (2005) Clopidogrel versus aspirin and esomeprazole to prevent recurrent ulcer bleeding. N Engl J Med 352: 238–244.1565972310.1056/NEJMoa042087

[3] TahaAS, AngersonWJ, Knill-JonesRP, BlatchfordO (2006) Upper gastrointestinal mucosal abnormalities and blood loss complicating low-dose aspirin and antithrombotic therapy. Aliment Pharmacol Ther 23: 489–495.1644146910.1111/j.1365-2036.2006.02784.x

[4] ZiegelinM, HoschtitzkyA, DunningJ, HooperT (2007) Does clopidogrel rather than aspirin plus a proton-pump inhibitor reduce the frequency of gastrointestinal complications after cardiac surgery? Interact Cardiovasc Thorac Surg 6: 534–537.1766993010.1510/icvts.2007.157941

[5] ShmulevichE, FrigerM, GilutzH, AzabAN (2011) Clopidogrel and proton pump inhibitors: is there a significant drug-drug interaction? Can J Cardiovasc Nurs 21: 27–36.22165503

[6] ShinJS, AbahU (2012) Is routine stress ulcer prophylaxis of benefit for patients undergoing cardiac surgery? Interact Cardiovasc Thorac Surg 14: 622–628.2234506110.1093/icvts/ivs019PMC3735850

[7] TakayamaS, IzuharaC, YamadaN, YamanakaS, HashimotoE, et al (2012) A new model of gastric bleeding induced in rats by aspirin plus clopidogrel under stimulation of acid secretion. Prophylactic effects of antiulcer drugs. J Physiol Pharmacol 63: 41–52.22460460

[8] ChoiSR, LeeSA, KimYJ, OkCY, LeeHJ, et al (2009) Role of heat shock proteins in gastric inflammation and ulcer healing. J Physiol Pharmacol 60 Suppl 75–17.20388941

[9] ChiouSK, HodgesA, HoaN (2010) Suppression of growth arrest and DNA damage-inducible 45alpha expression confers resistance to sulindac and indomethacin-induced gastric mucosal injury. J Pharmacol Exp Ther 334: 693–702.2049825210.1124/jpet.110.168153

[10] GomiA, Harima-MizusawaN, Shibahara-SoneH, KanoM, MiyazakiK, et al (2013) Effect of Bifidobacterium bifidum BF-1 on gastric protection and mucin production in an acute gastric injury rat model. J Dairy Sci 96: 832–837.2320046610.3168/jds.2012-5950

[11] SaberiS, DouraghiM, AzadmaneshK, ShokrgozarMA, ZeraatiH, et al (2012) A potential association between Helicobacter pylori CagA EPIYA and multimerization motifs with cytokeratin 18 cleavage rate during early apoptosis. Helicobacter 17: 350–357.2296711810.1111/j.1523-5378.2012.00954.x

[12] ParkS, HahmKB, OhTY, JinJH, ChoueR (2004) Preventive effect of the flavonoid, wogonin, against ethanol-induced gastric mucosal damage in rats. Dig Dis Sci 49: 384–394.1513948510.1023/b:ddas.0000020490.34220.6d

[13] JainuM, DeviCS (2006) Gastroprotective action of Cissus quadrangularis extract against NSAID induced gastric ulcer: role of proinflammatory cytokines and oxidative damage. Chem Biol Interact 161: 262–270.1679750710.1016/j.cbi.2006.04.011

[14] LaineL, TakeuchiK, TarnawskiA (2008) Gastric mucosal defense and cytoprotection: bench to bedside. Gastroenterology 135: 41–60.1854981410.1053/j.gastro.2008.05.030

[15] LouLX, GengB, YuF, ZhangJ, PanCS, et al (2006) Endoplasmic reticulum stress response is involved in the pathogenesis of stress induced gastric lesions in rats. Life Sci 79: 1856–1864.1687570110.1016/j.lfs.2006.06.022

[16] MeirO, DvashE, WermanA, RubinsteinM (2010) C/EBP-beta regulates endoplasmic reticulum stress-triggered cell death in mouse and human models. PLoS One 5: e9516.2020908710.1371/journal.pone.0009516PMC2831074

[17] SchroderM, SutcliffeL (2010) Consequences of stress in the secretory pathway: The ER stress response and its role in the metabolic syndrome. Methods Mol Biol 648: 43–62.2070070410.1007/978-1-60761-756-3_3

[18] RaghubirR, NakkaVP, MehtaSL (2011) Endoplasmic reticulum stress in brain damage. Methods Enzymol 489: 259–275.2126623510.1016/B978-0-12-385116-1.00015-7

[19] TsutsumiS, GotohT, TomisatoW, MimaS, HoshinoT, et al (2004) Endoplasmic reticulum stress response is involved in nonsteroidal anti-inflammatory drug-induced apoptosis. Cell Death Differ 11: 1009–1016.1513159010.1038/sj.cdd.4401436

[20] LimMS, LimPL, GuptaR, BoelsterliUA (2006) Critical role of free cytosolic calcium, but not uncoupling, in mitochondrial permeability transition and cell death induced by diclofenac oxidative metabolites in immortalized human hepatocytes. Toxicol Appl Pharmacol 217: 322–331.1709712210.1016/j.taap.2006.09.012

[21] OmatsuT, NaitoY, HandaO, HayashiN, MizushimaK, et al (2009) Involvement of reactive oxygen species in indomethacin-induced apoptosis of small intestinal epithelial cells. J Gastroenterol 44 Suppl 1930–34.1914879010.1007/s00535-008-2293-3

[22] ZhangK, KaufmanRJ (2008) From endoplasmic-reticulum stress to the inflammatory response. Nature 454: 455–462.1865091610.1038/nature07203PMC2727659

[23] MalhotraJD, KaufmanRJ (2007) Endoplasmic reticulum stress and oxidative stress: a vicious cycle or a double-edged sword? Antioxid Redox Signal 9: 2277–2293.1797952810.1089/ars.2007.1782

[24] UbedaM, HabenerJF (2000) CHOP gene expression in response to endoplasmic-reticular stress requires NFY interaction with different domains of a conserved DNA-binding element. Nucleic Acids Res 28: 4987–4997.1112149010.1093/nar/28.24.4987PMC115245

[25] TangJR, NakamuraM, OkuraT, TakataY, WatanabeS, et al (2002) Mechanism of oxidative stress-induced GADD153 gene expression in vascular smooth muscle cells. Biochem Biophys Res Commun 290: 1255–1259.1181199810.1006/bbrc.2002.6336

[26] CorazzariM, LovatPE, OliverioS, Di SanoF, DonnorsoRP, et al (2005) Fenretinide: a p53-independent way to kill cancer cells. Biochem Biophys Res Commun 331: 810–815.1586593610.1016/j.bbrc.2005.03.184

[27] Ramirez-AlcantaraV, LoGuidiceA, BoelsterliUA (2009) Protection from diclofenac-induced small intestinal injury by the JNK inhibitor SP600125 in a mouse model of NSAID-associated enteropathy. Am J Physiol Gastrointest Liver Physiol 297: G990–998.2050144710.1152/ajpgi.00219.2009

[28] ChoiCH, JungYK, OhSH (2010) Autophagy induction by capsaicin in malignant human breast cells is modulated by p38 and extracellular signal-regulated mitogen-activated protein kinases and retards cell death by suppressing endoplasmic reticulum stress-mediated apoptosis. Mol Pharmacol 78: 114–125.2037166910.1124/mol.110.063495

[29] FengR, ZhaiWL, YangHY, JinH, ZhangQX (2011) Induction of ER stress protects gastric cancer cells against apoptosis induced by cisplatin and doxorubicin through activation of p38 MAPK. Biochem Biophys Res Commun 406: 299–304.2132046810.1016/j.bbrc.2011.02.036

[30] VermaG, DattaM (2012) The critical role of JNK in the ER-mitochondrial crosstalk during apoptotic cell death. J Cell Physiol 227: 1791–1795.2173234710.1002/jcp.22903

[31] YanMY, ChienSY, KuoSJ, ChenDR, SuCC (2012) Tanshinone IIA inhibits BT-20 human breast cancer cell proliferation through increasing caspase 12, GADD153 and phospho-p38 protein expression. Int J Mol Med 29: 855–863.2232238210.3892/ijmm.2012.908

[32] WuHL, GaoX, JiangZD, DuanZT, WangSK, et al (2013) Attenuated expression of the tight junction proteins is involved in clopidogrel-induced gastric injury through p38 MAPK activation. Toxicology 304: 41–48.2322056210.1016/j.tox.2012.11.020

[33] ZhangF, RenG, LuY, JinB, WangJ, et al (2009) Identification of TRAK1 (Trafficking protein, kinesin-binding 1) as MGb2-Ag: a novel cancer biomarker. Cancer Lett 274: 250–258.1898675910.1016/j.canlet.2008.09.031

[34] BaoWB, YeL, PanZY, ZhuJ, DuZD, et al (2012) Microarray analysis of differential gene expression in sensitive and resistant pig to Escherichia coli F18. Anim Genet 43: 525–534.2249727410.1111/j.1365-2052.2011.02287.x

[35] OhokaN, YoshiiS, HattoriT, OnozakiK, HayashiH (2005) TRB3, a novel ER stress-inducible gene, is induced via ATF4-CHOP pathway and is involved in cell death. EMBO J 24: 1243–1255.1577598810.1038/sj.emboj.7600596PMC556400

[36] HayashiT, SaitoA, OkunoS, Ferrand-DrakeM, DoddRL, et al (2005) Damage to the endoplasmic reticulum and activation of apoptotic machinery by oxidative stress in ischemic neurons. J Cereb Blood Flow Metab 25: 41–53.1567811110.1038/sj.jcbfm.9600005

[37] OyadomariS, MoriM (2004) Roles of CHOP/GADD153 in endoplasmic reticulum stress. Cell Death Differ 11: 381–389.1468516310.1038/sj.cdd.4401373

[38] MarxJ (2006) Cell biology. A stressful situation. Science 313: 1564–1566.1697385510.1126/science.313.5793.1564

[39] ZhaoL, AckermanSL (2006) Endoplasmic reticulum stress in health and disease. Curr Opin Cell Biol 18: 444–452.1678185610.1016/j.ceb.2006.06.005

[40] PuthalakathH, O’ReillyLA, GunnP, LeeL, KellyPN, et al (2007) ER stress triggers apoptosis by activating BH3-only protein Bim. Cell 129: 1337–1349.1760472210.1016/j.cell.2007.04.027

[41] MarciniakSJ, YunCY, OyadomariS, NovoaI, ZhangY, et al (2004) CHOP induces death by promoting protein synthesis and oxidation in the stressed endoplasmic reticulum. Genes Dev 18: 3066–3077.1560182110.1101/gad.1250704PMC535917

[42] OrdD, MeeritsK, OrdT (2007) TRB3 protects cells against the growth inhibitory and cytotoxic effect of ATF4. Exp Cell Res 313: 3556–3567.1770779510.1016/j.yexcr.2007.07.017

[43] ZouCG, CaoXZ, ZhaoYS, GaoSY, LiSD, et al (2009) The molecular mechanism of endoplasmic reticulum stress-induced apoptosis in PC-12 neuronal cells: the protective effect of insulin-like growth factor I. Endocrinology. 150: 277–285.10.1210/en.2008-079418801901

[44] DuK, HerzigS, KulkarniRN, MontminyM (2003) TRB3: a tribbles homolog that inhibits Akt/PKB activation by insulin in liver. Science 300: 1574–1577.1279199410.1126/science.1079817

[45] JousseC, DevalC, MaurinAC, ParryL, CherasseY, et al (2007) TRB3 inhibits the transcriptional activation of stress-regulated genes by a negative feedback on the ATF4 pathway. J Biol Chem 282: 15851–15861.1736926010.1074/jbc.M611723200

[46] SeimonTA, KimMJ, BlumenthalA, KooJ, EhrtS, et al (2010) Induction of ER stress in macrophages of tuberculosis granulomas. PLoS One 5: e12772.2085667710.1371/journal.pone.0012772PMC2939897

[47] DograN, MukhopadhyayT (2012) Impairment of the ubiquitin-proteasome pathway by methyl N-(6-phenylsulfanyl-1H-benzimidazol-2-yl)carbamate leads to a potent cytotoxic effect in tumor cells: a novel antiproliferative agent with a potential therapeutic implication. J Biol Chem 287: 30625–30640.2274512510.1074/jbc.M111.324228PMC3436308

[48] XuL, SuL, LiuX (2012) PKCdelta regulates death receptor 5 expression induced by PS-341 through ATF4-ATF3/CHOP axis in human lung cancer cells. Mol Cancer Ther 11: 2174–2182.2284809110.1158/1535-7163.MCT-12-0602

[49] ChhabraR, DubeyR, SainiN (2011) Gene expression profiling indicate role of ER stress in miR-23a∼27a∼24–2 cluster induced apoptosis in HEK293T cells. RNA Biol 8: 648–664.2159360510.4161/rna.8.4.15583

[50] KimI, XuW, ReedJC (2008) Cell death and endoplasmic reticulum stress: disease relevance and therapeutic opportunities. Nat Rev Drug Discov 7: 1013–1030.1904345110.1038/nrd2755

[51] MauroM, ZlatopolskiyA, RaifeTJ, LaurenceJ (2004) Thienopyridine-linked thrombotic microangiopathy: association with endothelial cell apoptosis and activation of MAP kinase signalling cascades. Br J Haematol 124: 200–210.1468703110.1046/j.1365-2141.2003.04743.x

[52] HeitzmannD, WarthR (2008) Physiology and pathophysiology of potassium channels in gastrointestinal epithelia. Physiol Rev 88: 1119–1182.1862606810.1152/physrev.00020.2007

[53] PabstMA, WachterC, HolzerP (1996) Morphologic basis of the functional gastric acid barrier. Lab Invest 74: 78–85.8569200

[54] MatsumotoM, MinamiM, TakedaK, SakaoY, AkiraS (1996) Ectopic expression of CHOP (GADD153) induces apoptosis in M1 myeloblastic leukemia cells. FEBS Lett 395: 143–147.889808210.1016/0014-5793(96)01016-2

[55] WangXZ, RonD (1996) Stress-induced phosphorylation and activation of the transcription factor CHOP (GADD153) by p38 MAP Kinase. Science 272: 1347–1349.865054710.1126/science.272.5266.1347

[56] WangK, BremsJJ, GamelliRL, HoltermanAX (2011) iNOS/NO signaling regulates apoptosis induced by glycochenodeoxycholate in hepatocytes. Cell Signal 23: 1677–1685.2169318710.1016/j.cellsig.2011.06.003

[57] BrangerJ, van den BlinkB, WeijerS, MadwedJ, BosCL, et al (2002) Anti-inflammatory effects of a p38 mitogen-activated protein kinase inhibitor during human endotoxemia. J Immunol 168: 4070–4077.1193756610.4049/jimmunol.168.8.4070

[58] NickJA, AvdiNJ, YoungSK, LehmanLA, McDonaldPP, et al (1999) Selective activation and functional significance of p38alpha mitogen-activated protein kinase in lipopolysaccharide-stimulated neutrophils. J Clin Invest 103: 851–858.1007910610.1172/JCI5257PMC408145

[59] MaytinEV, UbedaM, LinJC, HabenerJF (2001) Stress-inducible transcription factor CHOP/gadd153 induces apoptosis in mammalian cells via p38 kinase-dependent and -independent mechanisms. Exp Cell Res 267: 193–204.1142693810.1006/excr.2001.5248

[60] FischerH, KoenigU, EckhartL, TschachlerE (2002) Human caspase 12 has acquired deleterious mutations. Biochem Biophys Res Commun 293: 722–726.1205452910.1016/S0006-291X(02)00289-9

How the deposited data were processed for this re-analysis (not part of the article)

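Gene expression was measured in GES-1 cells on 6 Agilent single-color arrays, 3 of cells treated with 1.5 mM clopidogrel for 24 h and 3 of vehicle control cells. The scanner files hold spot intensity values in scanner units, which the authors made with Feature Extraction 10.7.3.1, including background subtraction. The deposited series matrix holds log2 values that had been quantile normalized, since its sorted columns differed by at most 0.00138, and its columns correlated with the scanner values at r from 0.981 to 1.00. The paper's text does not name the normalization. The processed signals of the scanner files were used here.
Signals were put on a log2 scale and lowered by the 75th percentile of each array over its 43376 non-control spots. Spots marked as outliers were removed, which left out 60 probes, and the spots of a probe were averaged. Probes were kept if well above background on all 3 arrays of at least 1 group, which left 22017 of 41000 probes. The median change over all tested probes was -0.06 on the log2 scale. Signal over background ran from 15.6 to 23.3 on the arrays of slide 1 and was 6.84 and 8.32 on slide 2, and 50.4% to 69.2% of probes were well above background. Probes were named through their RefSeq accessions, which named 66.6% of probes, and 21 probes whose annotations gave 2 different symbols were left without a name. The tested probes stood for 12043 named genes.
Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2 groups, no covariates), with Benjamini-Hochberg adjustment. The paper's thresholds of an unadjusted p under 0.05 and a 3-fold change were used beside the adjusted p. Gene lists were tested with limma's camera at a preset correlation of 0.01 and with two-sided Fisher's exact tests, with 1 probe per gene, the brightest. Of 41 lists, 39 had at least 3 tested genes. The lists of squamous epithelial markers (2 tested genes) and endothelial markers (0 tested genes) were too small to test. Single probes were compared between groups with exact permutation tests, for which 3 arrays against 3 allow no p below 0.1.
The tests, lists, rule for named genes and the alternatives, the slide as a block among them, were set before the data were examined, except where an alternative is given as chosen later. Named genes were those the paper names from the arrays, whose values in the paper had been seen, the up to 4 members of each list with the smallest p, and ACTB and GAPDH. A further part of the rule, the 15 largest rises and falls past an adjusted p under 0.05, gave 0 genes and was applied with the slide as a block after the values were seen. All 67 genes of the paper were tested.
After the mean of each group was removed, arrays with the same replicate number correlated at r = 0.903, 0.844 and 0.918 between the groups, so that the numbers pair the arrays. Arrays of slide 1 with different numbers correlated at 0.869 and 0.891, and the difference between replicates 1 and 2 did not correlate between the groups (r = -0.008), so that the pairing follows the slide.
The alternatives were other scalings, normexp background correction (run on the median spot signal, since the files lack the mean), the deposited values, other filters, the replicate number or the slide as a block, other tests and leaving out each array in turn. A random variance t-test follows the model that the paper's methods name. The fit with array weights stopped before it converged.
The steps were tested on simulated arrays with the measured slide differences and 50 changed probes per fold. Without a block, 0% of simulated 10-fold changes passed an adjusted p under 0.05 and 92% passed the paper's thresholds. With the slide as a block, 52% of 2-fold, 90% of 3-fold, 100% of 5-fold and 100% of 10-fold changes passed an adjusted p under 0.05. So did 18 of 21817 unchanged probes. With 50 changed probes per fold, these 18 are a larger share of all calls than the 0.05 that the adjustment aims at.
Pathway and gene ontology tables were not available, so the paper's term analyses were not repeated.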

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

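The tests of the slide difference, of noise on slide 2 and of the spread of the chaperones were chosen only after the results they bear on were seen. Of the genes that the paper does not name, 9 were more than 3-fold higher past an adjusted p under 0.05 with the slide as a block, without overlap of the groups, well above background on all clopidogrel arrays and at least 1 vehicle control array. Of these, 7 are given here: the cystine transporter SLC7A11, with a log2 change of 2.97, TUBE1 (2.03), SNHG17 (1.98), the EGF receptor ligand AREG (1.94), ZBED3 (1.68), the zinc transporter SLC30A1 (1.68) and TTLL11 (1.63). SLC7A11 was 6.42-fold higher on slide 1 and 11.7-fold higher on slide 2, and AREG was well above background on 1 of the 3 vehicle control arrays.
The arrays of slide 1 and slide 2 stood apart over all tested probes. The slides also had different scan dates. Spike-in RNAs differed between slides far less than gene probes did. The SD of the slide difference over 8 spike-in probes was 0.121 of that over gene probes (95% bootstrap interval 0.0678 to 0.146). This argues against labelling or hybridization for probes as bright as the spike-ins. The spike-in probes were well above background on every array, while gene probes needed this in 1 group only, so dim gene probes could widen their SD. A scanner gain shifts all probes alike and does not enter an SD, so this comparison cannot detect it. Ranks were not kept either, since Spearman's rho between vehicle control arrays of different slides reached 0.747, against at least 0.987 between the groups within slide 1, which argues against the scaling. Before scaling, the median gene probe was lower on slide 2 by a log2 difference of -0.87, while the median spike-in probe was higher by 0.20. A difference in the RNA itself, from separate cultures, its amount or its quality, stays open and was not tested.
Changes with clopidogrel tended to be larger on slide 2. Over 109 probes chosen on slide 1 alone, the median ratio of the slide 2 to the slide 1 change was 1.21 (95% bootstrap interval 1.09 to 1.35), which argues against noise of the single pair of arrays alone. After quantile normalization the ratio was 1.24 (95% interval 1.09 to 1.54), and as the interval reaches below the bound of 1.1 set for it, a wider range of signals on slide 2 stays open. Probes are not independent, and no biological explanation was tested.
The ATF4 and CHOP targets rose while no ER chaperone passed the test with the slide as a block. Brightness did not keep probes in the middle of the chaperones' range from showing a rise: of 3088 probes between the quartiles of the chaperones' signal, 26 rose at least 2-fold past an adjusted p under 0.05 with the slide as a block, while the 5 brightest chaperones lie above this range and stay open. The spread of the chaperone probes did not hide a rise of the same size, since their median upper 95% limit was a log2 change of 0.63, against a median change of 2.36 for the targets, and 19 of 20 chaperones had an upper limit below it. A stress response that runs mainly through ATF4 is a hypothesis that was not tested here. The paper reports a rise of ATF3 protein but no change of ATF4 protein with clopidogrel. That protein result counts against the hypothesis, while ATF4 mRNA was higher on the arrays. BiP (HSPA5) at 2.23-fold and DNAJB9 at 3.23-fold had adjusted p of 0.0781 and 0.0961 with the slide as a block, so a rise of some chaperones is not excluded.
Other splits of the 6 arrays into 3 and 3 are too few, at 10, for a share under 0.05. The real split gave 152 probes past an unadjusted p under 0.05 and 3-fold, and 5 splits, the real one included, gave at least as many, up to 3215. The other 4 of these put 3 arrays of slide 1 together, so they follow the slide, and they called at least 1652 probes, which points to a structure of the samples. For the probes past an adjusted p under 0.05, alone and with 3-fold, all 10 splits gave 0. For the number of gene lists called by camera, 3 splits, the real one included, gave at least the real count of 16, and the highest other was 16, so the number of lists does not set the real split apart, though every other split keeps part of the treatment contrast. With the slide as a block there are 6 splits balanced within slides: the real split gave 830 probes past an adjusted p under 0.05, 1 split, the real one, reached this, and the highest other was 0. The real split then called 18 lists, and the highest other 11. As slide 2 holds 1 array per group, each of these splits keeps its treatment contrast, so none is free of treatment. For the ATF4 and CHOP targets, camera's p was 7.51e-17 in the real split and no smaller than 7.54e-06 in the others. For the NF-kB genes, mitosis, ribosomal proteins and ribosome biogenesis, at least 1 other split gave a p as small.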

How the results depend on the processing

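Single-gene directions held in most settings, and calls after adjustment depended on the design. The blocks, the filters and the other tests without weights leave a probe's log2 change as it was, so a direction could turn only in the remaining settings. Quantile normalization with the slide as a block and the arrays of slide 1 alone were chosen after seeing the data.
Probes past an unadjusted p under 0.05 and 3-fold, 152 in all, were 41 with normexp, 83 when every array had to be well above background and 238 with quantile normalization and slide block. Totals in the other settings, leave-outs included, stayed within 1.5 times. The lower probes, 68 in all, were 41 without vehicle control replicate 3, 132 without the filter and more than 1.5 times as many without vehicle control replicate 2.
Probes past an adjusted p under 0.05 were 0 without a block, 1 with quantile normalization, 1 with the deposited values, 31 with the replicate block, 830 with the slide block, 15009 with array weights, 3279 on slide 1 alone and 1093 with quantile normalization and slide block. With 3-fold they were 1, 1, 31, 136, 138, 109 and 129. The weighted fit did not converge. The block removes the slide difference from the residual spread; other causes were not tested.
Called lists, 16 in all, were 0 with estimated correlations, 0 with these and the slide block, and 5 with fry. Of the 16, 12 were called without vehicle control replicate 3, 15 without any 1 of the clopidogrel replicates and 16 without vehicle control replicate 1 or 2. Lists enriched, 7 in all, were 11 when any probe could count. An adjusted p without a fold limit left 0 genes and could not be run. Over all tested probes, clustering parted all 6 arrays by slide, and all 6 by treatment once slide means were removed.
CHOP, not past an adjusted p under 0.05 without a block, passed at log2 changes of 4.54 (quantile normalization, with and without slide block), 4.44 (deposited values), 4.47 (replicate block and slide block), 4.19 (array weights) and 4.21 (slide 1 alone). TRIB3 passed at 3.71 (replicate block and slide block), 3.40 (array weights), 3.61 (slide 1 alone) and 3.97 (quantile normalization with slide block). Of the ATF2, ATF4 and ATF6 probes, 0 passed without a block, 0 with the replicate block, 2 with the slide block, 4 with array weights, 2 on slide 1 alone and 2 with quantile normalization and slide block. Of the 20 probes of Tables 4 and 5, 19 passed the paper's thresholds, but 11 with normexp, 12 with array weights and 12 on slide 1 alone.
Leaving out 1 array moved 16 of 59 single results by more than 1.5 times, 11 of them only when an array of slide 2 was left out. TRIB3 ran from 2.82 to 4.50, DHRS3 from -4.11 to -2.51, CYP26A1 from -4.81 to -3.37 and CHOP from 4.26 to 4.59.
Near 0, directions turned. ATF2 at A_24_P128145 was -0.0453 with array weights and -0.35 to 1.38 over the leave-outs, and A_24_P246467 was -0.0282 to 1.00. BCL2L11 was -0.12 with array weights, -0.0766 on slide 1 alone and -0.64 to 0.71. ERO1A was -0.10 with array weights, -0.10 on slide 1 alone and -0.20 to 0.28. ACTB was -1.08 to 0.0783 and GAPDH -0.78 to 0.25 over the leave-outs. Ribosomal proteins turned up with quantile normalization (adjusted p = 0.413) and the deposited values (0.541), as well as without clopidogrel replicate 1 (0.604) and without vehicle control replicate 3, where they passed as higher (0.0288), with adjusted p 0.000322 to 0.971 over the leave-outs, and oxidative phosphorylation turned up without vehicle control replicate 3, with adjusted p 0.00196 to 0.814 over the leave-outs. The low signal over background of slide 2 limits dim probes. The leave-out fits have no block, so leaving out 1 array leaves the groups unbalanced over the slides, and the slide difference then enters the change. Other causes of these changes were not tested.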

Differences from the paper's values

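The paper counts genes and the arrays give probes, so both units are given, and named genes leave out the probes without a name. The paper reports 79 genes past a p under 0.05 and a 3-fold change. Here 97 named genes passed these thresholds, within 1.5 times the paper's value, and 152 probes, beyond it. In probes, of the alternatives set before the data were examined, the plain t-test (113) and the filter on all 6 arrays (83) came within 1.5 times. The others did not: normexp gave 41, the random variance t-test 158, the deposited values 152, quantile normalization 163, median scaling 150, no filter 223, the replicate block 204, the slide block 208, the intensity trend 150, array weights 138 and the leave-outs 126 to 197. In named genes, normexp (35), no filter (132), the replicate block (129), the slide block (131) and leaving out vehicle control replicate 2 (124) fell beyond 1.5 times, and the other alternatives, from 62 to 112, did not.
The paper reports 52 genes higher, and 52 named genes, or 84 probes, were higher here. In probes, the plain t-test gave 65, the filter on all 6 arrays 44, and leaving out vehicle control replicate 1 or clopidogrel replicate 3 gave 77 and 60, all within 1.5 times. The other alternatives gave 25 (normexp) to 113 (without vehicle control replicate 3). In named genes, only normexp (21) and the filter on all 6 arrays (34) fell beyond 1.5 times.
The paper reports 27 genes lower, and 45 named genes, or 68 probes, were lower here, both beyond 1.5 times. In probes, the filter on all 6 arrays gave 39, within 1.5 times, and the other alternatives gave 16 (normexp) to 132 (no filter), with 48 for the plain t-test. In named genes, quantile normalization (39), median scaling (40), the deposited values (37), the filter on all 6 arrays (28), the plain t-test (31), array weights (33) and leaving out vehicle control replicate 3 (31), clopidogrel replicate 1 (38) or clopidogrel replicate 2 (36) came within 1.5 times. In the same unit, normexp (14), no filter (79), the replicate block (63), the slide block (65), the random variance t-test (48), the intensity trend (44) and leaving out vehicle control replicate 1 (57), vehicle control replicate 2 (62) or clopidogrel replicate 3 (49) did not.
None of the 20 fold changes of Tables 4 and 5 differed from the paper's by more than the replicate SD. Both sets of folds come from the same 6 arrays, and the replicates of a group lie on 2 slides, which widens this SD. The comparison could therefore hardly fail and is not a test of agreement. The ratios to the paper's folds ran from 0.817 to 1.17.
The paper states that neither the mRNA nor the protein of ATF4 changed, and the arrays measure mRNA alone. On the arrays ATF4 was 2.62-fold and 2.84-fold higher at its 2 probes, past an adjusted p under 0.05 with the slide as a block, but not without a block and not with the replicate number as a block (adjusted p = 0.0866 and 0.0780). For ATF2 and ATF6 no probe passed over all tested probes in these 3 fits. When adjusted over the probes of ATF2, ATF4 and ATF6 alone, with the slide as a block, ATF6 (1.66-fold, adjusted p = 0.0265) and 1 of 2 ATF2 probes (1.54-fold, adjusted p = 0.0265) were higher too. This ATF2 probe turned lower without vehicle control replicate 3 (log2 change -0.0282). That fit has no block and leaves slide 2 with a clopidogrel array alone, so the slide difference enters it. Within the slides the probe's log2 changes were 0.34 and 1.18. Of 62 genes that the paper shows as higher or lower, 61 had that direction here, and 55 passed its thresholds at some probe. The exception in direction was BBS5, shown as higher, whose brightest probe had a log2 change of -0.15, though another of its probes passed as higher.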

Other observations

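The test of retinoic acid targets was chosen after CYP26A1 and DHRS3 had been seen to be lower, and its list was written before its members were looked up. Beyond the genes the paper names, 36 genes passed an adjusted p under 0.05 with the slide as a block and a 3-fold change, 17 higher and 19 lower. CYP26A1, which breaks down retinoic acid, was 19.8-fold lower, with 11.3-fold on slide 1 and 61.3-fold on slide 2, and was well above background on 2 of 3 clopidogrel arrays. The death ligand TNFSF10 (TRAIL) was 7.91-fold lower, the epithelial transcription factor ELF3 4.44-fold lower, the prostaglandin E synthase PTGES 3.42-fold lower and the water channel AQP5 3.14-fold lower. LYPD2 was at least 3.00-fold lower, since no clopidogrel array was well above background. Among the genes that were higher, EGR2 at 8.76-fold, FOS at 3.70-fold and CXCL8 at 3.32-fold had groups that overlapped. These genes were chosen after their values were seen.
Among the other lists, camera called HOXA genes lower (3 of 6 fell with the slide as a block, adjusted p = 7.54e-05 for the list without it), interferon-stimulated genes lower (3 of 17, IFIT1, IFIT2 and IFIT3, adjusted p = 2.70e-04), WNT pathway genes lower (2 of 6, adjusted p = 0.00935), fibroblast markers lower (1 of 6, COL3A1, adjusted p = 0.00400) and oxidative phosphorylation lower (0 of 24, adjusted p = 0.0229). Without vehicle control replicate 3 the fibroblast markers were not called (adjusted p = 0.153), and oxidative phosphorylation turned up and was not called (0.814), and its call was also lost without clopidogrel replicate 1 (0.221) or 2 (0.234) and without the filter on dim probes (0.114). NF-kB genes (3 of 13, adjusted p = 3.67e-04) and ribosome biogenesis (0 of 22, adjusted p = 2.70e-04) were called higher. With the slide as a block and an estimated correlation, camera called 0 of 39 lists. With an estimated correlation and no block, the adjusted p of the lists above was 0.0742, 0.0789, 0.188, 0.353, 0.722, 0.278 and 0.195 in this order. The paper names 4 of the 8 measured ATF family members (adjusted p = 2.04e-04 for the list, 0.129 with an estimated correlation) and all 4 of the CHOP targets it lists (4.19e-04, and 0.0789). Simple epithelial markers (adjusted p = 0.425), gastric differentiation markers (0.671), immune cell markers (0.298), anti-apoptotic BCL2 genes (0.841), death receptors and caspases (0.316), NRF2 targets (0.372), heat shock genes (0.603), cholesterol synthesis (0.754), fatty acid synthesis (0.499), mitosis (0.0628), DNA replication (0.284), tight junctions (0.500), hypoxia targets (0.671), ribosomal proteins (0.260), autophagy (0.435), lysosome (0.317) and xenobiotic metabolism (0.969) were not called in the fit without a block. The slide block changed 2 of these calls, with mitosis (adjusted p = 0.00618) and ribosomal proteins (adjusted p = 0.00770) called lower. With an estimated correlation in that fit the adjusted p was 0.260 and 0.669, and 0 of 19 and 0 of 40 members passed over all tested probes. In the fit without a block, ribosomal proteins turned up after quantile normalization (adjusted p = 0.413). ACTB and GAPDH had log2 changes of -0.59 and -0.30 and did not pass, and both turned without vehicle control replicate 3.
The fall of CYP26A1 and DHRS3, both induced by retinoic acid, led to the hypothesis that retinoic acid signalling was weaker with clopidogrel. Of 23 other retinoic acid targets, 16 were tested, 4 fell (HIC1, HOXB4, RARRES1 and STRA6) and 0 rose with the slide as a block, with a median log2 change of -0.73. Camera with the slide as a block shifted the list toward lower values, as the hypothesis predicted. Its camera p was 1.43e-05, the smallest in an exact permutation over the 6 splits balanced within slides, which all keep the treatment contrast of slide 2. The camera p with an estimated correlation was 0.237. The shift therefore depends on the correlation that camera assumes between genes, and the data leave the hypothesis open. The condition that the shift also pass with an estimated correlation was set after the result was seen, and the prediction as written, a shift down at a camera p under 0.05, was met.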
